# Gata6 potently initiates reprograming of pluripotent and differentiated cells to extraembryonic endoderm stem cells

**DOI:** 10.1101/gad.257071.114

**Published:** 2015-06-15

**Authors:** Sissy E. Wamaitha, Ignacio del Valle, Lily T.Y. Cho, Yingying Wei, Norah M.E. Fogarty, Paul Blakeley, Richard I. Sherwood, Hongkai Ji, Kathy K. Niakan

**Keywords:** reprograming, pluripotency, mouse embryonic stem cells, human embryonic stem cells, extraembryonic endoderm, Gata6

## Abstract

Transcription factor-mediated reprograming is a powerful method to study cell fate changes. In this study, we demonstrate that the transcription factor Gata6 can initiate reprograming of multiple cell types to induced extraembryonic endoderm stem (iXEN) cells. Intriguingly, Gata6 is sufficient to drive iXEN cells from mouse pluripotent cells and differentiated neural cells. Furthermore, GATA6 induction in human embryonic stem (hES) cells also down-regulates pluripotency gene expression and up-regulates extraembryonic endoderm (ExEn) genes, revealing a conserved function in mediating this cell fate switch. Profiling transcriptional changes following Gata6 induction in mES cells reveals step-wise pluripotency factor disengagement, with initial repression of *Nanog* and *Esrrb*, then *Sox2*, and finally *Oct4*, alongside step-wise activation of ExEn genes. Chromatin immunoprecipitation and subsequent high-throughput sequencing analysis shows Gata6 enrichment near pluripotency and endoderm genes, suggesting that Gata6 functions as both a direct repressor and activator. Together, this demonstrates that Gata6 is a versatile and potent reprograming factor that can act alone to drive a cell fate switch from diverse cell types.

## Abstract (precis)

Wamaitha et al. demonstrate that the transcription factor Gata6 can initiate reprograming of multiple cell types to induced extraembryonic endoderm cells. Profiling transcriptional changes following Gata6 induction in mES cells reveals step-wise pluripotency factor disengagement, with initial repression of Nanog and Esrrb, then Sox2, and finally Oct4, alongside step-wise activation of extraembryonic endoderm genes.

One of the earliest specification events during mammalian development is the divergence of pluripotent epiblast progenitor (EPI) cells, which give rise to the embryo proper, and primitive endoderm (PrE) cells, which mainly contribute to the yolk sac. In mice, embryonic stem (ES) cells and extraembryonic endoderm stem (XEN) cells can be derived from the EPI and PrE lineages, respectively, and retain characteristics of their cell type of origin (Evans and Kaufman 1981; Martin 1981; Kunath et al. 2005). Mouse ES (mES) cells are able to self-renew and remain pluripotent and depend on a gene regulatory network surrounding the core transcription factors Oct4, Sox2, and Nanog (Boyer et al. 2005; Loh et al. 2006; Chen et al. 2008). Transcription factors such as Esrrb and Klf4 are also regulated by and reinforce the core pluripotency factors (Ivanova et al. 2006; van den Berg et al. 2008; Zhang et al. 2008; Hall et al. 2009; Niwa et al. 2009; Festuccia et al. 2012).

In contrast, PrE and self-renewing XEN cells lack expression of pluripotency genes and require an extraembryonic endoderm (ExEn) program, including transcription factors Gata4, Gata6, Sox7, and Sox17 (Soudais et al. 1995; Arman et al. 1998; Morrisey et al. 1998; Koutsourakis et al. 1999; Futaki et al. 2004; Capo-Chichi et al. 2005; Kunath et al. 2005; Chazaud et al. 2006; Shimoda et al. 2007; Brown et al. 2010b; Morris et al. 2010; Niakan et al. 2010; Artus et al. 2011; Schrode et al. 2014). It remains unclear how cells within the early embryo diverge to favor either a pluripotency or an ExEn gene regulatory network. The overexpression of the zinc finger transcription factor Gata6 or Gata4 is sufficient to reprogram mES cells into XEN-like cells that contribute to PrE-derived lineages in vivo (Fujikura et al. 2002; Shimosato et al. 2007). The GATA factors are therefore part of a subset of transcription factors that are capable of inducing cellular reprograming, although precisely how this occurs has yet to be elucidated. Ectopic expression of the transcription factor MyoD converts fibroblasts to myogenic cells (Davis et al. 1987), a combination of transcription factors reprograms fibroblasts to induced pluripotent stem (iPS) cells (Takahashi and Yamanaka 2006), and in vivo pancreatic exocrine cells can be reprogramed into insulin-secreting β-like cells (Zhou et al. 2008). Similarly, overexpression of Cdx2 is sufficient to reprogram mES cells to trophectoderm-like cells that contribute solely to placental lineages in vivo (Niwa et al. 2005). However, the mechanisms by which single transcription factors reprogram existing gene expression patterns toward that of their target cell type remain unclear.

Induction of the SRY homeobox gene *Sox17* has also been shown to induce ExEn gene expression in mES cells (Niakan et al. 2010; McDonald et al. 2014). Intriguingly, *SOX17* induction in human ES (hES) cells instead drives an embryonic endoderm program (Seguin et al. 2008). This incongruence is consistent with our previous observations that the initial ES cell state influences differentiation outcomes (Cho et al. 2012). Furthermore, while the induction of *SOX7* drives ExEn gene expression in hES cells (Seguin et al. 2008), stable self-renewing human XEN cells have yet to be established. The effect of GATA factor induction in hES cells has not been tested, and it is unclear whether *Gata6* can function as a master transcriptional regulator to induce a XEN program from cells other than mES cells.

We developed a highly efficient approach to understand the molecular mechanisms of Gata6-mediated reprograming and show that Gata6 is a potent inducer of lineage reprograming in multiple cell types. We demonstrate that a short pulse of *Gata6* induction is ample to perturb gene expression in mES cells and initiate conversion to induced XEN (iXEN) cells, while longer induction fully down-regulates the pluripotency program. Using genome-wide transcriptional and chromatin immunoprecipitation (ChIP) analyses, we found that Gata6 is able to rapidly and directly inhibit core and peripheral genes within the pluripotency regulatory network as well as directly activate an ExEn program. Despite lingering expression of Oct4 following *Gata6* induction, loss-of-function analysis suggests that Oct4 is not required to drive this lineage switch in mES cells. Gata6 expression in more committed neural cells also drives reprograming to iXEN-like cells. We show that *GATA6* induction in hES cells initiates ExEn expression and is sufficient to inhibit core pluripotency gene expression. Our findings have important implications for understanding how transcription factors function to drive a cell fate switch and provide fundamental insights into early mammalian cell fate specification.

## Results

### *Gata6* or *Gata4* expression is uniquely sufficient to induce rapid reprograming of mES cells to iXEN cells

While Gata4 and Gata6 are able to reprogram mES cells, it is unclear whether other endoderm transcription factors are also able to mediate this cell fate switch. We selected six transcription factors (Gata4, Gata6, Hnf4a, Foxa3, Sox7, and Sox17) that are expressed in the PrE or its derivatives and are functionally required to establish or maintain this lineage (Chen et al. 1994; Soudais et al. 1995; Molkentin et al. 1997; Kaestner et al. 1998; Morrisey et al. 1998; Koutsourakis et al. 1999; Capo-Chichi et al. 2005; Artus et al. 2011; Schrode et al. 2014). To investigate whether their expression is sufficient to induce reprograming of mES cells to iXEN cells, we used a site-specific recombination-based integration strategy (Hochedlinger et al. 2005; Beard et al. 2006) to generate mES cells expressing a single copy of a tetracycline/doxycycline-inducible *Gata4*, *Gata6*, *Sox7*, *Sox17*, *Hnf4a*, or *Foxa3* transgene. To test the fidelity of the system, we also engineered control mES cells that induce the expression of a gene encoding a red fluorescent protein, *dsRed*. We confirmed robust induction above or close to levels present in embryo-derived XEN (eXEN) cells by quantitative RT–PCR (qRT–PCR) analysis of the Flag- or V5-tagged transgene (Supplemental Fig. S1A). We also observed robust red fluorescence in *dsRed*-overexpressing mES cells (Supplemental Fig. S1B).

To determine the effect of these factors under conditions that would otherwise maintain pluripotency, we induced exogenous expression with doxycycline for 6 d in the presence of LIF and serum, which are known to maintain mES cell self-renewal indefinitely in culture (Fig. 1A). *Gata6* or *Gata4* overexpression resulted in reprograming to cells with the dispersed, refractile, and stellate morphology characteristic of eXEN (Fig. 1B) and growth factor-converted XEN (cXEN) cells (Kunath et al. 2005; Cho et al. 2012). qRT–PCR analysis of the 3′ untranslated region (UTR) confirmed that *Gata6*- or *Gata4*-induced cells expressed endogenous *Gata6* and *Gata4* as well as key ExEn genes, including *Sox7*, *Sox17*, *Lama1*, *Col4a1*, *Sparc*, *Dab2*, *Foxa3*, and *Hnf4a*, to levels above or close to those present in eXEN cells (Fig. 1C; Supplemental Fig. S1C). Immunofluorescence analysis also confirmed that both *Gata4*-induced (data not shown) and *Gata6*-induced cells express Gata4, Gata6, Sox17, and Laminin proteins (Fig. 1D). Moreover, *Gata6*-induced cells no longer expressed Oct4 protein (Fig. 1D), suggesting that they have been reprogramed to iXEN cells.

**Figure 1.**
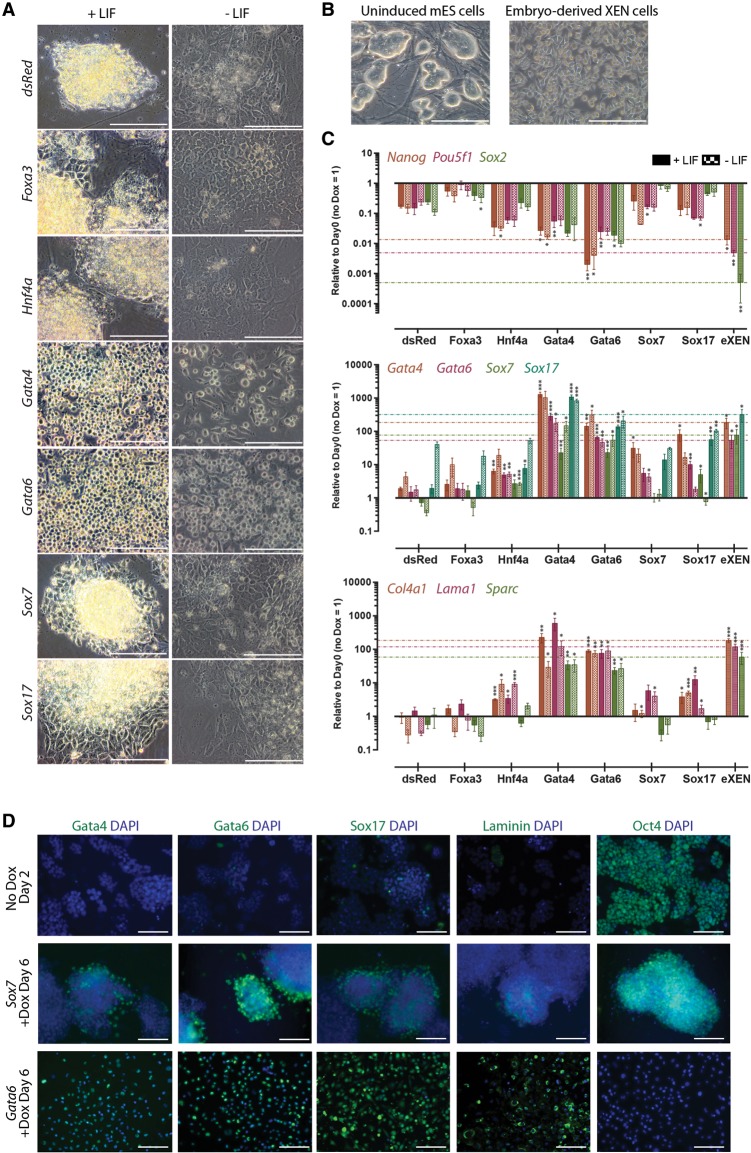
*Gata6* or *Gata4* induction is uniquely sufficient to reprogram mES cells to XEN cells. (*A*) Representative phase-contrast images of *dsRed*-, *Foxa3*-, *Hnf4a*-, *Gata4*-, *Gata6*-, *Sox7*-, or *Sox17*-induced cells after 6 d of doxycycline treatment in the presence or absence of LIF. Bars, 100 μm. (*B*) Phase-contrast images of uninduced mES cells and eXEN cells. (*C*) qRT–PCR analysis for selected pluripotency and endoderm transcripts in *dsRed*-, *Foxa3*-, *Hnf4a*-, *Gata4*-, *Gata6*-, *Sox7*-, or *Sox17*-induced cells after 6 d of doxycycline treatment in the presence (solid) or absence (checkered) of LIF. Relative expression reflected as fold difference over uninduced mES cells normalized to *Gapdh*. Data are mean ± SEM of two to three biological replicates and four technical replicates. (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* <0 .001. (*D*) Immunofluorescence analysis for Gata4, Gata6, Sox17, Laminin, or Oct4 (all green) with DAPI merge (blue) in uninduced mES cells or *Sox7*- or *Gata6*-overexpressing mES cells after 6 d of doxycycline treatment.

In contrast, expression of *Sox7*, *Sox17*, *Hnf4a*, or *Foxa3* failed to induce a morphological switch to XEN-like cells within 6 d of induction (Fig. 1A). These factors inconsistently up-regulated ExEn genes and failed to up-regulate the expression of factors such as *Col4a1*, *Lama1*, or *Hnf4a* to eXEN cell levels (Fig. 1C; Supplemental Fig. S1C,D). We and others have previously observed that *Sox17*-overexpressing cells retained mES cell-like morphology and the expression of *Pou5f1*, *Sox2*, and *Nanog* after 48 h of induction (Niakan et al. 2010; McDonald et al. 2014). Similarly, *Sox17*, *Sox7*, or *Foxa3* levels of *Pou5f1*, *Nanog*, and *Sox2* were comparable with the expression in *dsRed* control cells after 6 d of induction (Fig. 1C). Moreover, *Sox7*-expressing colonies retain mES cell-like morphology and persistently express Oct4 protein despite a few Gata4-, Gata6-, Sox17-, and Laminin-expressing cells at the periphery of colonies (Fig. 1D).

We next induced transgene expression in the absence of LIF to determine whether destabilizing pluripotency via altered culture conditions would facilitate *Sox7*, *Sox17*, *Hnf4a*, or *Foxa3* induction of mES to iXEN cell reprograming within 6 d. Furthermore, as activation of FGF signaling is required for PrE development and derivation of XEN cells routinely involves addition of exogenous FGF (Feldman et al. 1995; Arman et al. 1998; Kunath et al. 2005; Chazaud et al. 2006; Yamanaka et al. 2010; Grabarek et al. 2012; Kang et al. 2013; Niakan et al. 2013), we also induced transgene expression in the presence of exogenous Fgf4 and heparin, which facilitates FGF receptor binding.

Although the induced cells lost their mES cell-like morphology, again, only *Gata6* or *Gata4* expression resulted in iXEN cell reprograming within the 6-d time period (Fig. 1A,C; Supplemental Fig. S1C–E). Additionally, we observed little difference in overall gene expression between the FGF-supplemented and LIF-deficient conditions, suggesting that exogenous FGF signaling does not enhance reprograming of mES cells to iXEN cells. In contrast *Sox7*-, *Sox17*-, *Hnf4a*-, or *Foxa3*-induced cells appeared to sporadically differentiate following LIF withdrawal. Despite the down-regulation of *Pou5f1*, *Sox2*, and *Nanog*, these cells did not exhibit XEN-like morphology and inconsistently up-regulated some but not all ExEn genes within this time frame. Altogether, this suggests that *Gata6* or *Gata4* induction is uniquely able to rapidly reprogram mES cells to iXEN cells. For subsequent experiments, we chose to use *Gata6* transgenic mES cells, as Gata6 mutant embryos exhibit an early PrE deficiency, and Gata6 is thought to lie upstream of Gata4 in the PrE transcriptional hierarchy (Morrisey et al. 1998; Koutsourakis et al. 1999; Chazaud et al. 2006; Plusa et al. 2008; Artus et al. 2011; Schrode et al. 2014). Furthermore, all inductions were performed in the presence of serum and LIF, as the absence of LIF alone destabilizes pluripotency gene expression.

### A short pulse of *Gata6* induction is sufficient to perturb the mES cell state

We next sought to investigate the minimum temporal requirement for Gata6 induction to affect mES cell gene expression. We induced exogenous expression for defined pulses of between 2 and 12 h and fixed the cells for immunohistochemistry immediately following doxycycline withdrawal (Fig. 2A). Flag and Gata6 protein expression was detectable by immunofluorescence and Western blot analysis 2–4 h following doxycycline addition (Fig. 2B; Supplemental Fig. S2A). Although induced cells retained mES cell morphology over the initial pulse period, we observed a clear effect on protein expression, with Nanog protein down-regulated 8–10 h following induction (Fig. 2B).

**Figure 2.**
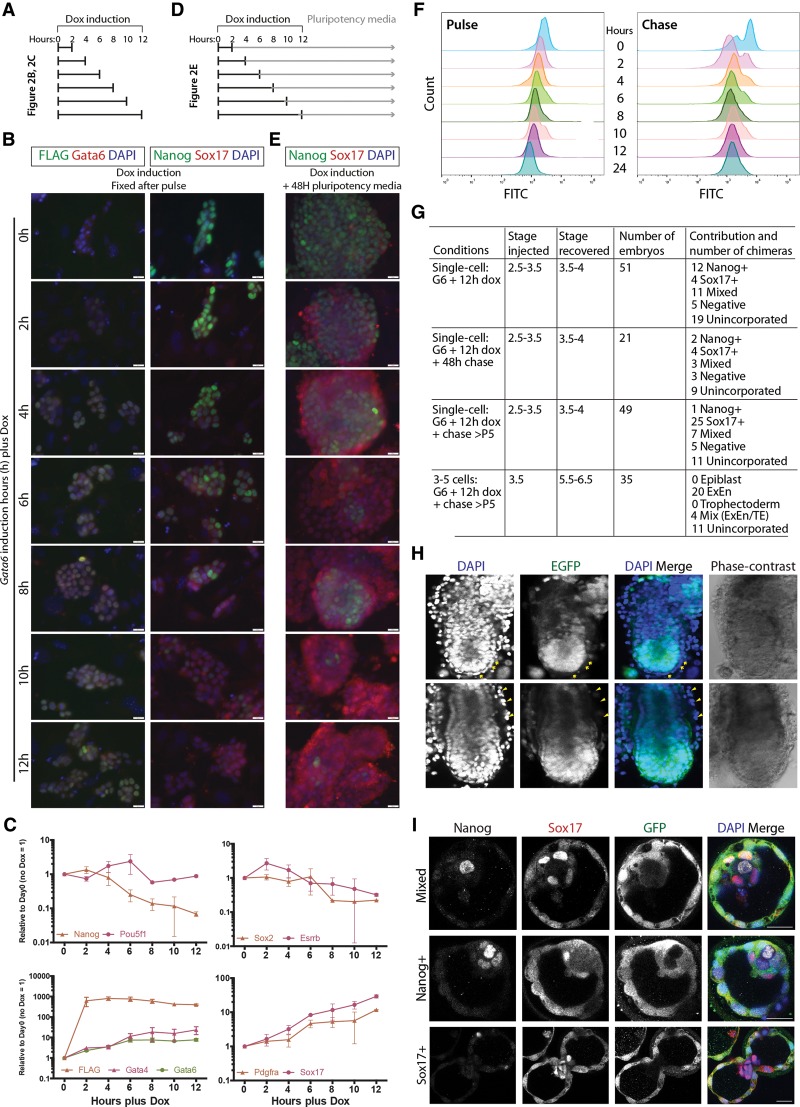
A short pulse of *Gata6* induction initiates iXEN cell reprograming (*A*) Time line of induction experiments. Cells were pulsed for incremental 2-h time periods and, at the end of each period, were analyzed by either immunohistochemistry, qRT–PCR, or flow cytometry. (*B*) Immunofluorescence analysis for Flag (green), Gata6 (red), and DAPI (blue) merge or with Nanog (green), Sox17 (red), and DAPI (blue) merge in *Gata6*-induced cells immediately after doxycycline treatment for the defined periods. Bars, 20 μm. (*C*) qRT–PCR analysis for exogenous Flag-tagged *Gata6* expression and selected pluripotency and endoderm transcripts in *Gata6*-overexpressing mES cells between 0 and 12 h of doxycycline induction. Relative expression is reflected as fold difference over uninduced mES cells normalized to *Gapdh*. Data are mean ± SEM of two biological replicates. (*D*) Time line of induction pulse-chase experiments. Cells were pulsed for incremental 2-h time periods and, at the end of each period, were switched into pluripotency medium for 48 h and then analyzed by immunohistochemistry or flow cytometry or switched into pluripotency medium to derive stable iXEN cells. (*E*) Immunofluorescence analysis for Nanog (green), Sox17 (red), and DAPI (blue) merge in *Gata6*-induced cells treated with doxycycline treatment for the defined periods and then switched into pluripotency medium for 48 h. Bars, 20 μm. (*F*) Flow cytometry analysis of Nanog expression at the defined time points in the pulse and pulse-chase cells. (*G*–*I*) Chimera contribution of unlabeled Gata6-induced cells injected into B5/EGFP embryos that constitutively express EGFP. (*G*) Summary of the number of cells injected, the stage of injection and dissection, and chimera contribution. (*H*) Embryonic day 5.5 (E5.5)–E6.5 post-implantation embryos with unlabeled iXEN cell contribution to the visceral (arrow) or parietal (arrowhead) endoderm. Representative images of chimeras with phase-contrast, DAPI (blue) nuclear staining, and embryo EGFP expression. (*I*) E3.5–E4 chimera blastocysts immunofluorescently analyzed for the expression of the PrE marker Sox17 (red), the epiblast marker Nanog (white), EGFP (green), and DAPI (blue) merge. Bars, 100 μm.

To examine gene expression dynamics in more detail, we performed qRT–PCR analysis between 2 and 12 h following *Gata6* induction (Fig. 2C). qRT –PCR amplification of the Flag region confirmed robust induction of exogenous Flag-tagged *Gata6* by 2 h after doxycycline induction and more than twofold down-regulation of *Nanog* by 6 h, followed by *Sox2* and *Esrrb* at 8 and 12 h, respectively. Western blot analysis over the 12-h period confirmed these dynamics, with steady down-regulation of Nanog (Supplemental Fig. S2A). However, *Pou5f1* expression was unchanged at these early time points (Fig. 2C). In contrast, endogenous *Gata6* and *Gata4* were up-regulated more than twofold relative to uninduced controls within 2 h of doxycycline induction. This was followed by greater than twofold up-regulation of *Sox17* and *Pdgfra* 4 and 6 h after induction, respectively.

We also followed the fate of pulse-induced cells for 48 h after they were returned to pluripotency maintenance medium in the absence of doxycycline (Fig. 2D). Over the 48-h period, cells induced from 6 to 12 h up-regulated Sox17 expression, suggesting that Gata6 had initiated the endogenous XEN program (Fig. 2E). Consistent with this, flow cytometry analysis of Nanog expression in Gata6 pulsed cells identified a gradual reduction of median Nanog expression with increased Gata6 induction time periods (Fig. 2F; Supplemental Fig. S3). This suggests that the induction of Gata6 leads to the inhibition of Nanog in most cells. Importantly, similar analysis in the pulse-chased cells reveals a similar shift and indicates that, by 8 h of exogenous Gata6 expression, most of the cells do not re-express Nanog (Fig. 2F; Supplemental Fig. S3). However, we occasionally observed some cells that retained Nanog expression (Fig. 2E). As heterogeneities in Nanog expression are known to exist within mES cell cultures (Chambers et al. 2007), this suggests that these cells likely have a higher threshold of pluripotency gene expression to overcome.

Stable iXEN cell lines were successfully derived from Gata6-expressing cells induced for 6–12 h and were maintained in the absence of doxycycline for >10 passages. qRT–PCR analysis confirmed that stable iXEN cells maintain XEN gene expression and do not re-express pluripotency genes (Supplemental Fig. S2B). We next sought to test the developmental potential of iXEN cells by generating chimera embryos. We injected unlabeled iXEN cells into B5/EGFP embryonic day 3.5 (E3.5) blastocysts that constitutively express EGFP (Hadjantonakis et al. 1998). We then analyzed chimera contribution in E5.5–E6.5 embryos (Fig. 2G,H). In the majority of chimera embryos (20 of 24), iXEN cells contributed to either the extraembryonic visceral or parietal endoderm, and we did not detect epiblast contribution. This confirms that, similar to previous studies using eXEN cells (Kunath et al. 2005), our iXEN cells were also capable of successful XEN contribution in chimera embryos.

To gain further insight into the developmental potential of iXEN cells, we introduced single unlabeled iXEN cells into B5/EGFP E2.5–E3.5 embryos via morula aggregation or blastocyst injection and analyzed chimera contribution at the blastocyst stage (Fig. 2G,I; Supplemental Fig. S2C). The majority of stable iXEN cells contributed to Sox17-expressing PrE cells in chimeras (25 of 38). Interestingly, when we introduced single Gata6 12-h pulse or 12-h pulse-chase cells, we found that while a similar number of chimera embryos had exclusive Sox17 expression, the 12-h pulse-chase cells had a lower contribution to Nanog-expressing cells (Fig. 2G,I; Supplemental Fig. S2C). This suggests that while Gata6 is potent and highly efficient in initiating iXEN cell reprograming, a sufficient time interval is required to commit to a XEN program.

To further unravel the mechanisms of Gata6-mediated reprograming, we chose to investigate the effect of Gata6 induction over a 6-d (144-h) period, as we had previously observed complete down-regulation of Nanog, Oct4, and Sox2 by this time point. We analyzed defined time points between 12 and 144 h of induction to evaluate morphology and gene expression dynamics. From 24 h following *Gata6* induction, mES cell colonies changed from a domed to a flattened shape as cells migrated away from the center of the colony and eventually became refractile, rounded, and dispersed, similar to eXEN cells (Fig. 3A). qRT–PCR analysis confirmed that *Nanog* and *Sox2* transcripts were rapidly down-regulated within 12 h of doxycycline induction, with protein expression decreasing to levels below detection within 24 and 36 h, respectively (Fig. 3B,C). *Pou5f1* transcript and Oct4 protein displayed prolonged expression until 48 h after induction but were down-regulated by 96 h.

**Figure 3.**
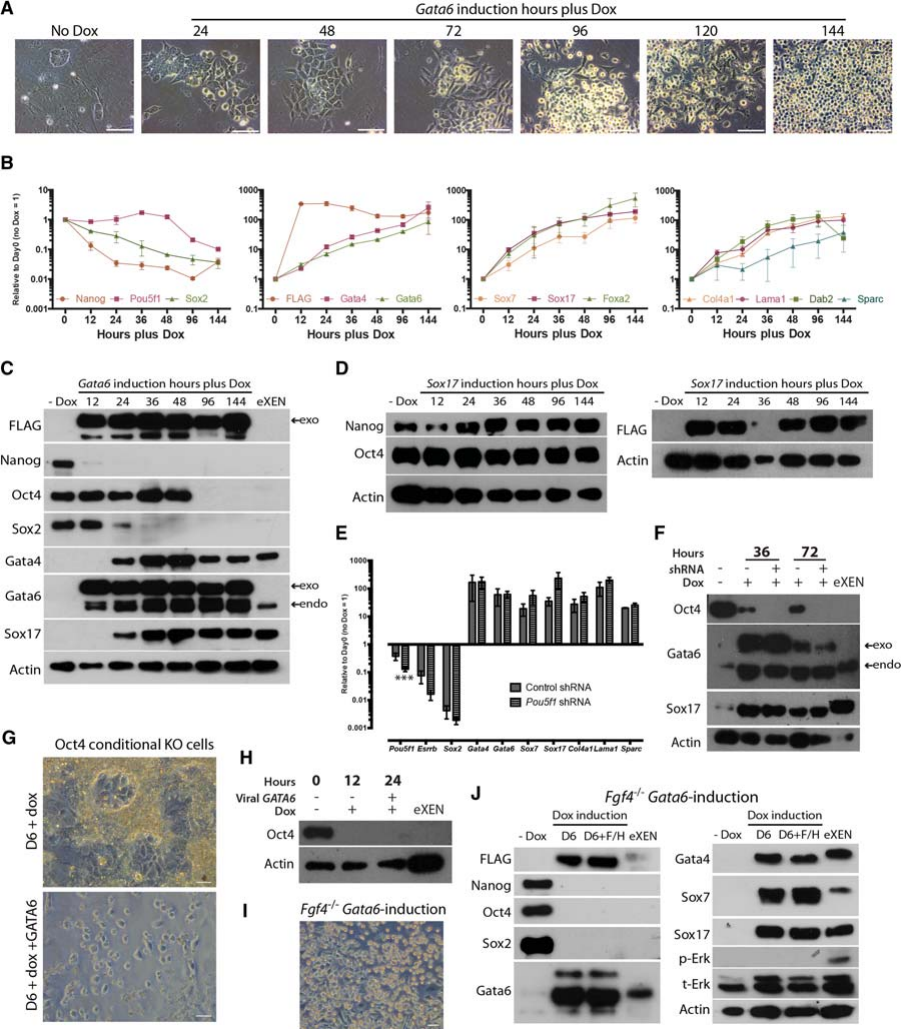
*Gata6* induction results in dynamic changes in cell morphology and gene expression even in the absence of Oct4 and Fgf4. (*A*) Representative phase-contrast images of *Gata6*-overexpressing mES cells at defined time points from 0 to 144 h of doxycycline treatment. Bars, 100 μm. (*B*) qRT –PCR analysis for selected pluripotency and endoderm transcripts in *Gata6*-overexpressing mES cells between 0 and 144 h of doxycycline induction. Relative expression is reflected as fold difference over uninduced mES cells normalized to *Gapdh*. Data are mean ± SEM of three biological replicates. (*C*) Western blot for selected proteins in *Gata6*-overexpressing cells from 0 to 144 h of doxycycline induction. A representative Actin loading control is included as a reference. Endogenous (endo) and exogenous (exo) Gata6 bands are indicated. (*D*) Western blot for selected proteins in *Sox17*-overexpressing cells from 0 to 144 h of doxycycline induction. A representative Actin loading control is included as a reference. (*E*) qRT –PCR analysis for selected pluripotency and endoderm transcripts following 72 h of shRNA knockdown of *Pou5f1* during *Gata6* induction compared with scrambled control shRNA. Data are mean ± SEM of five distinct shRNA constructs and two biological replicates. (***) *P* < 0.001. (*F*) Western blot for selected proteins in *Pou5f1* knockdown cells at the time points indicated. A representative Actin loading control is included as a reference. (*G*) Phase-contrast images of Oct4 conditional knockout cells following 6 d in the absence or presence of exogenous Gata6 induction. Bars, 20 μm. (*H*) Western blot for Oct4 protein in Oct4 conditional knockout cells at the time points indicated in the presence or absence of exogenous HA-tagged *GATA6*. A representative Actin loading control is included as a reference. (*I*) Phase-contrast image of stable *Fgf4*^−/−^ iXEN cells. Bars, 20 μm. (*J*) Western blot for selected proteins in *Fgf4*-null mES cells following 6 d of Gata6 induction in the absence or presence of Fgf4 (F) and heparin (H). A representative Actin loading control is included as a reference.

The qRT–PCR analysis also showed >10-fold up-regulation of ExEn genes between 12 and 48 h following doxycycline treatment (Fig. 3B). Interestingly, despite up-regulation of *Gata4* and *Sox17* transcripts within 12 h of *Gata6* induction (Fig. 2C), their proteins were not detectable by Western blot until 24 h following doxycycline treatment (Fig. 3C). Given that Nanog, Esrrb, and Sox2 are down-regulated in the absence of detectable Gata4 or Sox17 protein, this suggests that Gata6 directly mediates initial down-regulation of the pluripotency program. Despite robust induction of exogenous Sox17 over the 144-h period, these cells retained expression of Nanog and Oct4 (Fig. 3D) and show delayed up-regulation of endoderm factors compared with Gata6 (Fig. 1C). This is consistent with recent findings that Sox17-expressing cells only acquire XEN-like morphology and down-regulate pluripotency factor expression after 12 and 18 d of induction, respectively (McDonald et al. 2014). Altogether, this shows that Gata6 is uniquely able to rapidly down-regulate the core components of the pluripotency gene regulatory network and promote an ExEn program even in conditions that favor mES cell maintenance.

### Gata6 can induce reprograming of mES cells independently of Oct4 expression and Fgf4 signaling

Oct4 has been shown to be required for Fgf4-mediated PrE specification within the mouse embryo (Frum et al. 2013; Le Bin et al. 2014). Although Gata6 expression is initiated in Oct4 or Nanog mutant embryos, the subsequent absence of Sox17 and Gata4 suggests that PrE formation is compromised (Frankenberg et al. 2011; Frum et al. 2013; Le Bin et al. 2014). Given the persistent expression of *Pou5f1*/Oct4 following *Gata6* induction, we sought to investigate the interplay between Gata6, Oct4, and Fgf4 during mES cell reprograming.

To investigate the requirement for Oct4, we introduced shRNAs directed against *Pou5f1* simultaneously with doxycycline-induced expression of *Gata6* (Fig. 3E,F). We confirmed loss of *Pou5f1* expression by qRT –PCR (Fig. 3E) and Oct4 protein by Western blot analysis (Fig. 3F). Despite the premature loss of Oct4, *Gata6*-induced cells still up-regulated endogenous *Gata6*, *Sox17*, *Gata4*, *Lama1*, *Col4a1*, and *Sparc* and down-regulated *Sox2* and *Esrrb* (Fig. 3E). This suggests that Gata6 induction bypasses a possible requirement for Oct4 in reprograming mES cells to iXEN cells in vitro. To further confirm this, we used an Oct4 conditional knockout mES cell line that induces trophectoderm differentiation following doxycycline-dependent loss of Oct4 (Niwa et al. 2000; data not shown). We used a lentivirus to overexpress the human *GATA6* gene downstream from an *EF1*α promoter, which we confirmed successfully reprograms wild-type mES cells to iXEN cells (Supplemental Fig. S2D,E), similar to the doxycycline-inducible system. When we overexpressed *GATA6* in the Oct4-null cells, we observed the emergence of XEN-like cells (Fig. 3G), consistent with the *Pou5f1* knockdown cells. Western blot analysis confirmed that Oct4 protein was undetectable following 12 h of doxycycline treatment (Fig. 3H).

To determine whether *Gata6*-induced reprograming is dependent on the availability of endogenous Fgf4, we used site-specific recombination to integrate our inducible *Gata6* transgene into *Fgf4*^−/−^ mES cell lines (Cho et al. 2012; Kang et al. 2013). To eliminate the possibility of signaling from exogenous FGFs, we initially grew the *Fgf4*^−/−^ mES cells for three passages in serum-free medium in the presence of an Erk and Gsk3 inhibitor together with LIF (2i+LIF), as had been previously described (Ying et al. 2008). Interestingly, *Gata6* induction in *Fgf4*^−/−^ mES cells in basal serum-free medium in the absence of 2i+LIF or exogenous FGFs resulted in iXEN cell reprograming and the up-regulation of Gata4, Gata6, Sox7, and Sox17 (Fig. 3I,J), consistent with recent observations in mES cells transiently transfected with *Gata6* (Kang et al. 2013). Significantly, we also found that Oct4, Sox2, and Nanog were down-regulated independently of endogenous *Fgf4* following *Gata6* induction (Fig. 3J). To investigate the initial response to reprograming, we analyzed the *Fgf4*^−/−^ *Gata6*-induced cells at defined time points between 12 and 144 h of induction by qRT –PCR (Supplemental Fig. S2F). These cells exhibited similar expression dynamics for pluripotency gene down-regulation and ExEn gene up-regulation compared with *Fgf4*^+/+^ *Gata6*-induced cells (Fig. 3B) or *Fgf4*^−/−^ *Gata6*-induced cells treated with exogenous FGF and heparin (Supplemental Fig. S2F). *Fgf4*^−/−^ iXEN cell lines were maintained for >10 passages in the absence of exogenous *Gata6* without loss of gene expression (Supplemental Fig. S2G) or iXEN cell morphology (Fig. 3I), demonstrating that there appears to be no requirement for a feedback loop up-regulating Fgf4 to reinforce *Gata6*-mediated reprograming. Moreover, given the absence of phosphorylated Erk (Fig. 3J), it is unlikely that Erk signaling is required. In all, we found that neither Fgf4 nor Oct4 is required for *Gata6*-mediated reprograming of mES cells to iXEN cells.

### Gata6 directly regulates multiple components of the pluripotency gene regulatory network as well as ExEn genes

To characterize the global transcriptional profile during *Gata6*-mediated reprograming, we performed microarray analysis at defined time points from 12 to 144 h after induction. We included untreated mES cells to reflect the initial pluripotent state and eXEN cells as a reference for ExEn gene expression. Additionally, we included *Sox7*-expressing cells at 144 h after induction to compare their gene expression with *Gata6*-induced cells. To investigate gene expression dynamics, we performed K-means clustering on the scaled microarray data to group differentially expressed genes over the time course into 50 clusters (Fig. 4A; Supplemental Fig. S4).

**Figure 4.**
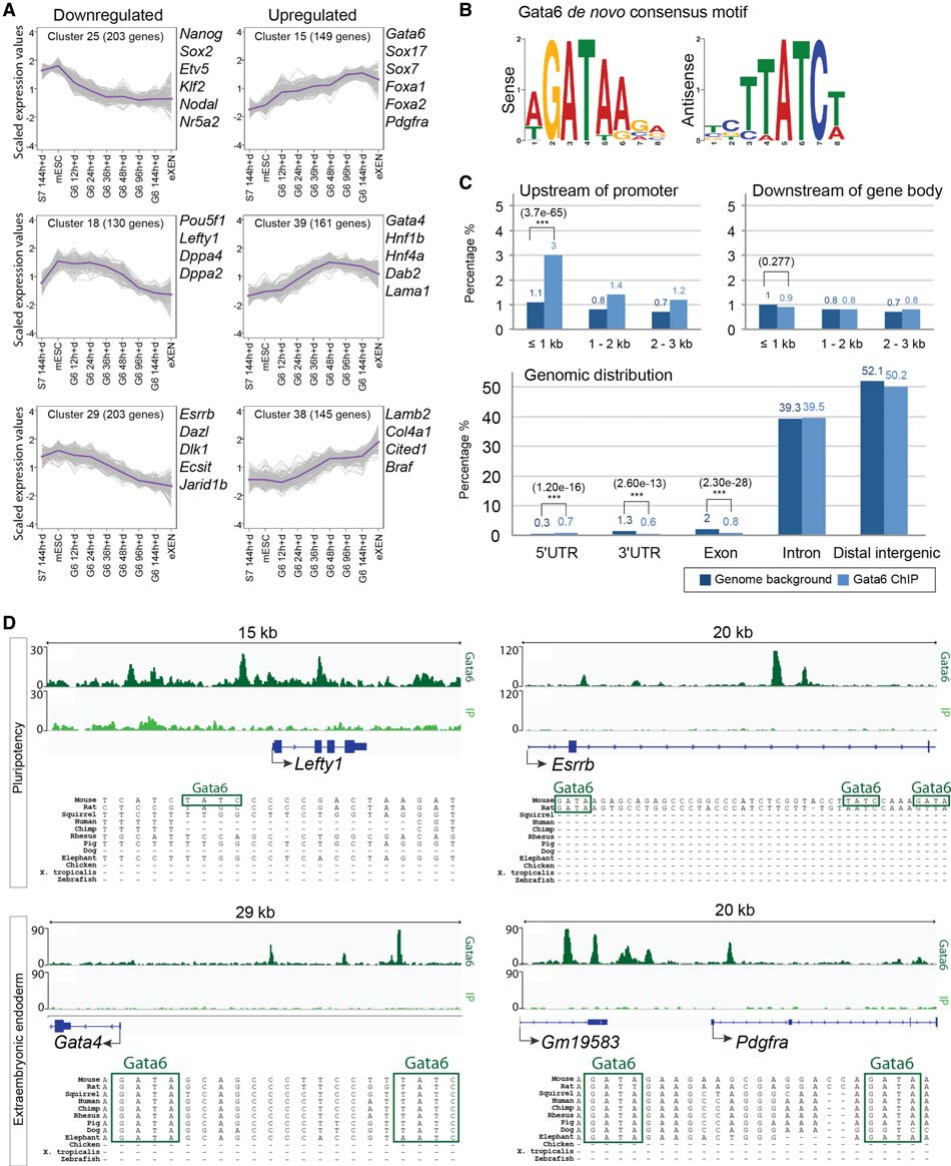
Gata6 enrichment near both pluripotency and endoderm genes. (*A*) Line plots of selected up-regulated or down-regulated clusters that contain key pluripotency or endoderm genes. Plots are based on mean scaled expression values from microarray analysis of *Gata6*-overexpressing cells from 12 to 144 h of doxycycline treatment. Uninduced mES cells, eXEN cells, and *Sox7*-overexpressing cells after 144 h of doxycycline treatment were also included. Genes were grouped into 50 clusters using K-means clustering according to normalized gene expression values scaled across time points. The trajectories of scaled expression values for individual genes in each cluster across time are shown as gray lines, while the purple lines correspond to the cluster mean. (*B*) MEME de novo motif analysis of the top Gata6-bound regions following ChIP-seq (ChIP followed by high-throughput sequencing) analysis. (*C*) Comparison of Gata6-binding distribution (light blue) at selected regions relative to the genomic average (dark blue). (***) *P* < 0.001. (*D*) ChIP-seq binding profiles showing Gata6 enrichment near pluripotency factors *Lefty1* and *Esrrb* and endoderm genes *Gata4* and *Pdgfra* (dark green). The input control profile (IP) is included for comparison (light green). Representative ChIP-seq binding profile of three biological replicates.

We found that a number of functionally significant pluripotency-associated genes were rapidly and persistently down-regulated within 12 h of *Gata6* induction, including *Nanog*, *Sox2*, *Nr5a2*, *Klf2*, and *Nodal* (cluster 25) (Fig. 4A; Supplemental Fig. S4; Supplemental Table S1). Additional genes, including *Esrrb*, *Dazl*, *Dlk1*, *Ecsit*, and *Jarid1b* (cluster 29), were more gradually down-regulated over the time course compared with cluster 25. *Pou5f1*, *Lefty1*, *Dppa4*, and *Dppa2* (cluster 18) were more persistently expressed and eventually down-regulated, suggesting step-wise down-regulation of various nodes of the pluripotency gene regulatory network.

*Gata6* induction also up-regulated the expression of several ExEn transcription factors, cell surface proteins, and basement membrane components in a step-wise manner (Fig. 4A; Supplemental Fig. S4; Supplemental Table S1). Initial up-regulation of *Gata6*, *Sox17*, *Sox7*, *Foxa1*, *Foxa2*, and *Pdgfra* (cluster 15) was followed by up-regulation of *Gata4*, *Hnf1b*, *Hnf4a*, and the key cell surface and basement membrane components *Dab2* and *Lama1* (cluster 39), which are thought to confer an adherence difference to PrE cells (Gerbe et al. 2008; Niakan et al. 2010; Artus et al. 2011). Additional basement membrane components and ExEn genes, including *Lamb2*, *Col4a1*, *Cited1*, and *Braf* (cluster 38), were up-regulated later in the time course. We did not identify key markers of ectodermal (*Nestin*, *Pax6*, *Sox1*, and *Sox3*) or mesodermal (*Flk1*, *Hand1*, *Mixl1*, *Nkx2.5*, and *T*) lineages within our microarray data set, suggesting that Gata6 is specifically inducing an endoderm fate. In contrast, *Sox7*-expressing cells after 144 h of induction largely retained gene expression patterns similar to mES cells (Fig. 4A; Supplemental Fig. S4). Importantly, while *Sox7*-expressing cells have up-regulated some genes associated with XEN cell function, such as *Sall4* (cluster 33) (Lim et al. 2008), as before, they maintained expression of pluripotency factors (clusters 18, 25, and 29) and did not up-regulate endoderm-associated genes and basement membrane proteins to the same extent as *Gata6*-induced cells (clusters 15, 28, and 39).

Given the rapid changes in gene expression dynamics observed in our microarray analysis, we hypothesized that Gata6 may directly regulate both pluripotency and ExEn genes. 

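Gata6 binding was mapped in mouse ES cells that carry a doxycycline-inducible, FLAG-tagged Gata6 transgene. Cells were treated with 1 μg/mL doxycycline for 36 h, and chromatin was precipitated with an antibody to the FLAG tag. The samples deposited with the paper are 2 FLAG ChIP libraries and 2 control libraries, made in 2 inducible lines, and the authors provide a single list of bound regions. The paper gives 3 biological replicates and regions common to them, whereas the supplemental methods describe merged alignments, so the list may rest on a replicate that was not used here. According to the supplemental methods, reads were checked with FastQC, trimmed with Trim Galore and aligned with Bowtie2, only uniquely aligned reads were kept, and regions were called over the control at an FDR below 0.01 with CisGenome or MACS2 and annotated with HOMER. Each region has a fold over the control, an FDR, a length and, for most, the symbol of a nearby gene. The labels and the paper call the control libraries input, whereas the extraction protocol describes a precipitation with no primary antibody. So it is not settled what a fold over the control is measured against. Read numbers are not given, so the depth is unknown, and a single merged list has no replicates from which to take an error of a fold. Coordinates were taken as GRCm38, because 78.5% of the regions compared lay within 10 kb of the gene they are named for on that build, against 15.9% on NCBIM37. Gene positions came from a RefSeq table of 26219 genes on GRCm38 and their strands from a GENCODE annotation by gene name, which gave the strand of the authors' own tables for 99.6% of 5303 genes. These tables hold the ends of genes and not their exons, so a region is described as inside a gene or by its distance from the gene. Members of a gene list with a region were compared with all other genes of the table by Fisher's exact test (two-sided, Benjamini-Hochberg adjusted over 12 lists). Longer genes collect more named regions, with a median length of 38545 bp for genes with a region against 14306 bp for all genes, so each list was also compared with random genes matched on length by permutation.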

We performed ChIP followed by high-throughput sequencing (ChIP-seq) analysis of Gata6 binding after 36 h of induction in order to capture both positive and negative gene regulatory dynamics as observed in our Western blot and qRT –PCR analyses (Fig. 3B,C). We identified 12,632 Gata6-bound regions enriched over the input control that were common between three biological replicates, with a false discovery rate (FDR) of <0.01% (Supplemental Table S2). 

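The strongest bound region named for a gene lay inside Pms1, which encodes a DNA mismatch repair protein (chromosome 1, 53195400 to 53196449 of GRCm38), and was enriched 116-fold over the control. Next came a region 35.6 kb upstream of Lamb1, the gene of a laminin chain of the ExEn basement membrane, at 91.7-fold (chromosome 12, 31229200 to 31229849), and regions inside Spag9 at 85.0-fold and inside Ephb1, an Eph receptor gene, at 82.6-fold. The regions at Lamb1, Spag9 and Ephb1 were also bound in an eXEN line by positional overlap, and the region at Pms1 was not. The list held 12632 regions of 150 to 2500 bp, with a median length of 350 bp. Their enrichment ran from 6.51-fold to 123-fold with a median of 9.38-fold. The FDR was listed as 0 for 5737 regions (45.4%) and reached 0.009858 at most. A total of 10214 regions carried a gene symbol and 2418 did not.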

We carried out de novo motif analysis on the top 500 most significant Gata6-bound regions and, as expected, identified the canonical GATA motif as the most highly enriched (Fig. 4B). We determined the binding distribution of Gata6 throughout the genome and found significant enrichment <1000 base pairs (bp) upstream of gene promoters compared with the whole genome (*P*-value ≤ 3.7 × 10^−65^). This is in contrast to Gata6 binding downstream from genes, which has no significant difference compared with the genome (*P*-value ≤ 0.277) (Fig. 4C).

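Gata6-bound regions were found close to the 5′ ends of genes more often than the same regions moved along their chromosomes. Of all regions, 333 (2.64%) had their centre within 1000 bp upstream of a gene. After 10 moves by 50 kb to 1 Mb the share was 1.05%, and 1.17% in the highest move (odds ratio 2.55, p = 4.66e-43, Fisher's exact test against the moved regions together, two-sided). Among the genes discussed here, the orphan nuclear receptor gene Nr5a2 had a region 0.2 kb upstream (chromosome 1, 136960500 to 136960749, 9.85-fold) and the ExEn transcription factor gene Sox7 had a region 0.1 kb upstream (chromosome 14, 63943450 to 63943699, 7.10-fold). The comparison was chosen after the data were seen, because the genome sequence of the build was not available for the comparison planned, and the strand was known for 78.1% of the genes.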

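Downstream of genes, 119 regions (0.942%) lay within 1000 bp of the 3′ end, and the moved regions did so in 1.05% of cases (odds ratio 0.898, p = 0.289, Fisher's exact test, two-sided). Inside genes lay 43.0% of the regions and 43.4% of the moved regions (p = 0.407, Fisher's exact test). Of the genes named in the text, Foxa2, a forkhead factor of endoderm, had a region 2.0 kb downstream (chromosome 2, 148040650 to 148041049, 21.1-fold) and Sox7 had a region 2.6 kb downstream (chromosome 14, 63953250 to 63953499, 7.04-fold), both outside the 1000 bp counted.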

Importantly, we found Gata6 binding enrichment at genes encoding multiple components of the pluripotency regulatory network, such as *Esrrb*, *Lefty1*, *Nr5a2*, *Nanog*, and *Pou5f1*, whose expression is down-regulated during reprograming (Fig. 4D; Supplemental Fig. S5; Supplemental Table S2). 

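Each of the 5 pluripotency genes carried at least 1 Gata6-bound region, but at different strengths and places. The strongest lay inside Esrrb, an orphan nuclear receptor gene of naive pluripotency (chromosome 12, 86480550 to 86481099), at 42.1-fold and rank 117 of the list, and Esrrb had 4 regions in all. Nr5a2 also had 4 regions, the strongest inside the gene at 13.8-fold (chromosome 1, 136871350 to 136871749) and another 30.0 kb upstream at 13.1-fold. Nanog had a single region 12.0 kb upstream at 11.5-fold (chromosome 6, 122695350 to 122695699). Lefty1, which encodes a Nodal antagonist, had a region inside the gene at 10.9-fold (chromosome 1, 180936700 to 180936999) and a region 1.1 kb upstream at 9.80-fold. Pou5f1, the gene of Oct4, had the weakest enrichment of the 5, with a region inside the gene at 8.81-fold (chromosome 17, 35506700 to 35507049) and a region 1.9 kb upstream at 7.10-fold. All 5 of 5 genes with a region compares with 23.5% of all genes (adjusted p = 0.00114, and 0.0024 against genes of matched length), but the paper picked these genes from this list, so the count is not independent evidence. The call is lost with as many regions as the shorter eXEN list (40%, adjusted p = 0.0949, Fisher's exact test). Of 20 other genes of naive pluripotency, listed before the data were examined, 16 had a region (adjusted p = 1.84e-06, Fisher's exact test, and 0.0008 against genes of matched length), led by Klf5, Mycn, Dppa5a and Sall4. The paper reasons from the regions near down-regulated pluripotency genes and near rapidly up-regulated ExEn genes, and proposes that Gata6 directly regulates both groups.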

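Gata4, which encodes a GATA factor of the ExEn lineage, had 7 Gata6-bound regions, among them some of the strongest near any gene named in the text. Regions inside the gene reached 38.5-fold at rank 151 (chromosome 14, 63265200 to 63265649) and 34.2-fold (63231050 to 63231599), and a region 12.0 kb upstream reached 14.6-fold. Pdgfra, a receptor tyrosine kinase gene of the primitive endoderm, had regions inside the gene at 21.1-fold (chromosome 5, 75151250 to 75151799) and at 11.9-fold (75176250 to 75176599). Of 14 genes of the ExEn basement membrane, 12 carried a region, including Lamb1, Nid1, Serpinh1 and Col4a1 (adjusted p = 5.23e-06, Fisher's exact test, and 0.0054 against genes of matched length). That list holds Col4a1 and Lamc1, which the paper names as bound, so its count is not wholly independent evidence. Of 19 genes of ExEn endocytosis and secreted proteins, 10 carried a region, including Cubn, Apoe, Ttr and Dab2 (adjusted p = 0.00670, Fisher's exact test, and 0.0238 against genes of matched length). Of 9 markers of ectoderm and mesoderm that the paper did not find in its array data, 3 carried a region, namely Nkx2-5, T and Kdr (adjusted p = 0.488, Fisher's exact test).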

Gata6 was also enriched at a number of rapidly up-regulated ExEn-associated genes such as *Gata4* and *Pdgfra* (Fig. 4D; Supplemental Table S2), further suggesting that Gata6 directly regulates both pluripotency and ExEn genes. Intriguingly, the GATA motifs within these regions share a high degree of sequence conservation between placental mammals in some but not all cases. 

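Fgfr2, the gene of an FGF receptor, had 9 Gata6-bound regions, more than any other gene named in the text. The strongest lay beyond the 3′ end of the gene, 21.0 kb downstream at 25.8-fold (chromosome 7, 130141100 to 130141799) and 13.4 kb downstream at 23.6-fold (130148750 to 130149449). Inside the gene, the strongest region was enriched 16.5-fold (130195000 to 130195299). None of the 9 regions named for Fgfr2 lay upstream of the gene as the gene table places it, from 130162451 to 130266808 on the minus strand. Of 18 genes of the FGF and ERK pathway, listed before the data were examined, 14 had a region (adjusted p = 5.23e-06, Fisher's exact test, and 0.0008 against genes of matched length). Among them were Spry2 and Spred2, inhibitors of ERK signaling, and Fgfr3. The list also holds Fgfr2 and Etv5, which the paper picks out from these regions, so the count is not wholly independent evidence.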

We also identified Gata6 enrichment upstream of *Fgfr2*, suggesting that Gata6 may be directly regulating FGF signaling (Supplemental Fig. S5; Supplemental Table S2).

To relate Gata6 binding to global gene expression dynamics, we compared the ChIP-seq analysis with our microarray cluster data set to identify the subset of Gata6-bound genes that were dynamically regulated over the microarray time course. We then performed gene ontology (GO) analysis comparing the Gata6-bound subset with the total microarray data set using the GOrilla analysis tool (Eden et al. 2009). Gata6-bound dynamically regulated genes were associated with signal transduction and regulation, DNA binding and transcriptional regulation, cell adhesion and migration, and stem cell maintenance (Supplemental Table S3). To investigate whether particular gene expression patterns correlated with GO, we identified a number of clusters that were continuously up-regulated or down-regulated over the Gata6 induction time course and compared their GO term enrichment patterns. Down-regulated genes (clusters 3, 6, 9, 18, 19, 20, 23, 24, 25, 29, 34, and 46) were associated with protein binding, sequence-specific DNA binding, and biosynthetic processes (Supplemental Table S3). In contrast, genes that were continuously up-regulated (clusters 11, 15, 30, 38, 39, 40, and 47) were enriched for membrane components, endoderm formation, and protein glycosylation (Supplemental Table S3).

Importantly, our ChIP-seq and time-course transcriptome analysis revealed genes whose expression is also rapidly down-regulated and that cluster with known pluripotency factors. Given that Gata6 directly regulates a number of known pluripotency factors, these additional genes may also function to maintain pluripotency. One such candidate is *Etv5* (cluster 25), whose expression has also been associated with mES cells (Zhou et al. 2007), but whose function has not yet been tested in this context. Consequently, our work may provide a useful resource to identify putative pluripotency or, conversely, endoderm factors. However, the absence of Gata6 enrichment near *Sox2*, whose expression is also rapidly down-regulated, may suggest indirect repression, possibly due to destabilizing alternative nodes of the pluripotency regulatory network. 

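Etv5, which encodes an ETS factor that responds to FGF signaling, had 3 Gata6-bound regions 36 h after induction. The strongest lay 2.7 kb upstream at 11.8-fold (chromosome 16, 22442100 to 22442449). A region inside the gene was enriched 6.98-fold (22410050 to 22410399), and a region 7.2 kb downstream 8.08-fold (22374050 to 22374199). The paper's list of down-regulated genes of the array clusters, as its text names them, holds 15 genes, of which 10 carried a region (adjusted p = 0.000932, Fisher's exact test, and 0.0012 against genes of matched length). Esrrb, Nr5a2, Nanog, Lefty1 and Pou5f1 among them were also picked by the paper as bound, so the count is not independent evidence. The full clusters are longer than the genes named.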

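No region of the list was named for Sox2. The nearest lay 30.8 kb downstream of the gene (chromosome 3, 34683100 to 34683449), was enriched 10.8-fold and was named for Sox2ot, a noncoding transcript that overlaps Sox2. Within 100 kb of Sox2 there were 5 regions. For comparison, Prdm14, another pluripotency gene of the text, had a single region 4.6 kb downstream at 8.19-fold (chromosome 1, 13108600 to 13109149).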

Alternatively, Gata6 may function as a repressor via a binding site located further away.

### Gata6 shares common gene targets and binding sites with pluripotency factors

We next sought to determine whether Gata6 shares common gene targets and binding sites with pluripotency factors, which would suggest competition for pluripotency or ExEn target gene regulation. Using spatial heat map analysis, we compared Gata6-bound loci identified in our ChIP-seq analysis with published genome-wide occupancy of Oct4, Sox2, Nanog, Klf4, and Esrrb in mES cells (Fig. 5A; (http://bioinformatics.cscr.cam.ac.uk/ES_Cell_ChIP-seq_ compendium.html; Martello et al. 2012). We also investigated overlap between Gata6 and pluripotency factor gene targets (Fig. 5B).

**Figure 5.**
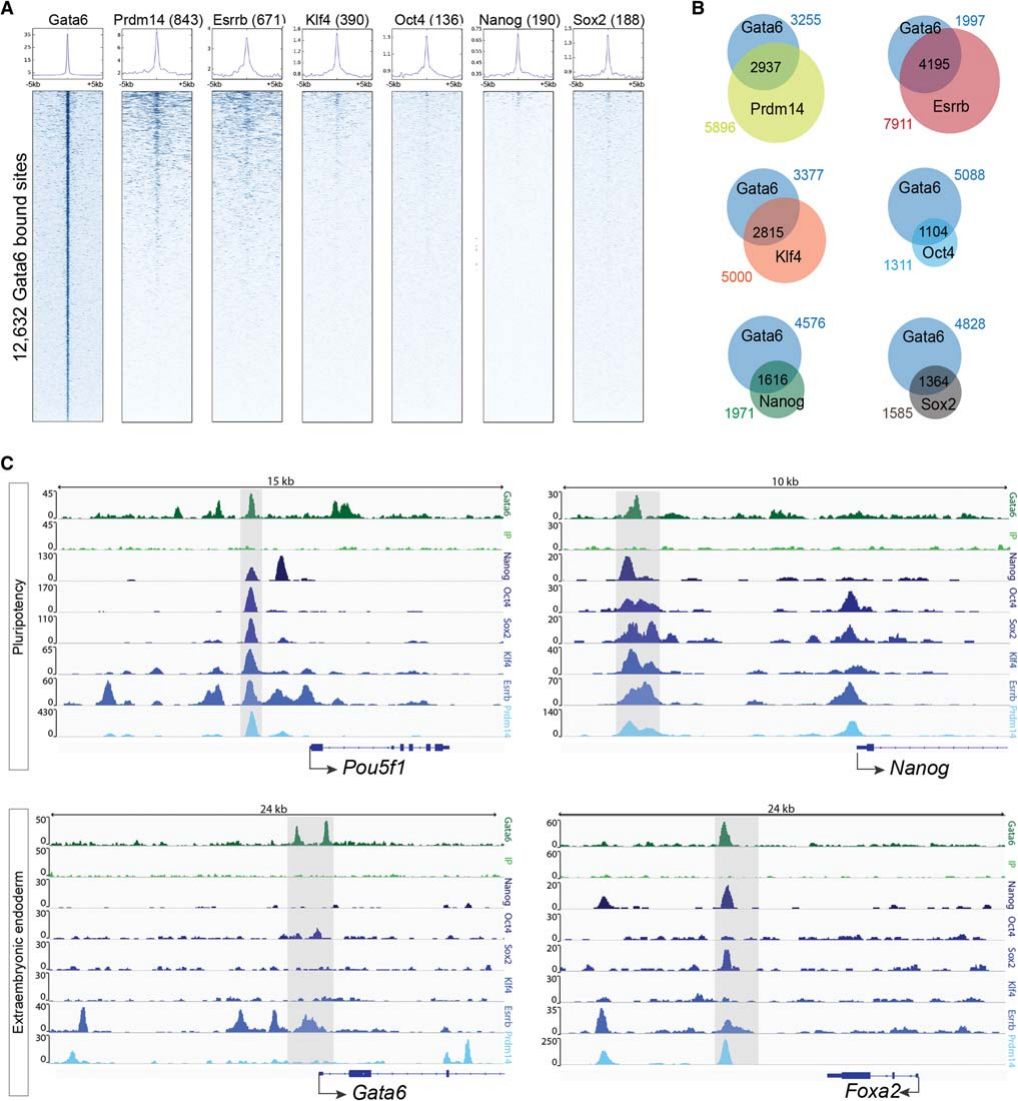
Gata6 binds to loci occupied by pluripotency factors in mES cells. (*A*) Density heat maps of Gata6-binding peak intensity after 36 h of Gata6 induction, indicating direct overlap with Nanog, Oct4, Sox2, Klf4, Esrrb, or Prdm14 binding in mES cells within a 10-kb window centered at the transcription start site (TSS). Data for Nanog, Oct4, Sox2, Klf4, Esrrb, and Prdm14 were obtained from the Mouse ES Cell ChIP-Seq Compendium (http://bioinformatics.cscr.cam.ac.uk/ES_Cell_ChIP-seq_compendium.html; Martello et al. 2012). (*B*) Venn diagram indicating the overlap of Gata6-bound genes during reprograming compared with genes previously shown to be bound by Oct4, Sox2, Klf4, Esrrb, or Prdm14 in mES cells. (*C*) Binding profiles at the *Pou5f1*, *Nanog*, *Gata6*, and *Foxa2* loci for Gata6 and the input control during reprograming compared with Nanog, Oct4, Sox2, Klf4, Esrrb, or Prdm14 in mES cells.

We found that Gata6-bound loci directly overlapped with 136 Oct4, 190 Nanog, 390 Klf4, or 188 Sox2 gene loci (Fig. 5A). Intriguingly, some of these sites were present near pluripotency genes, including *Lefty1* (Supplemental Fig. S5), suggesting that Gata6 may directly compete with pluripotency factors to antagonize the regulation of some common gene targets. Interestingly, we identified common loci at the distal enhancers of *Pou5f1* and *Nanog* (Fig. 5C), which are known to be relevant for pluripotency regulation (Kagey et al. 2010). However, these sites form a small proportion of the total Gata6-bound loci. We found more extensive overlap between Gata6 and Esrrb (671 overlapping gene loci) (Fig. 5A), and shared loci were present in both pluripotency and ExEn genes (Fig. 5C). Notably, Gata6 and Esrrb were enriched at a common locus upstream of the endogenous *Gata6* promoter, suggesting possible competition for regulation.

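Gata6 had 5 bound regions, of which 3 lay 43.0 to 48.1 kb upstream of the endogenous gene on chromosome 18. The region at 48.1 kb was enriched 9.42-fold (11004250 to 11004649), that at 45.9 kb 7.24-fold (11006450 to 11006799) and that at 43.0 kb 7.05-fold (11009350 to 11009599). The strongest of the 5 lay inside the gene at 13.9-fold (11052800 to 11053149). The list alone gives Gata6 binding, and positions of Esrrb come from another study that was not among the deposited data.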

We also observed that genes such as *Nr5a2* and *Esrrb* were bound by both Gata6 and one or more of the pluripotency factors but that these sites did not directly overlap (Supplemental Fig. S5). 

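At 36 h after induction, Gata6-bound regions were named for 6192 genes, and 2224 of these had 2 regions or more. Known regulators and structural genes of ExEn were among those with the strongest regions, such as Sox17, with a region 16.3 kb downstream at 48.2-fold (chromosome 1, 4474450 to 4474849) and a region 40.2 kb upstream at 28.7-fold (4537350 to 4537849). Of the 15 up-regulated genes of the array clusters that the text of the paper names, 13 had a region (adjusted p = 2.55e-06, Fisher's exact test, and 0.00096 against genes of matched length). Sox17, Gata4, Col4a1, Pdgfra, Foxa2, Sox7 and Gata6 among them are also named by the paper as bound, so the count is not independent evidence. Of the symbols, 99.6% were found in the gene table, where genes with a region made up 23.5% of all genes.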

When we examined the shared gene target data set (Fig. 5B; Supplemental Table S4), we found that out of 6192 identified Gata6 target genes, 4195 were also targets of Esrrb, 2815 were also targets of Klf4, 1364 were also targets of Sox2, 1616 were also targets of Nanog, and 1104 were also targets of Oct4 (Fig. 5B), suggesting that Gata6 may regulate the pluripotency network both directly and indirectly. Curiously, we identified several key ExEn genes within the list of Gata6 gene targets shared with Esrrb, including *Gata6*, *Gata4*, *Sox17*, *Col4a1*, *Fgfr2*, *Pdgfra*, and *Sox7* (Supplemental Fig. S5; Supplemental Table S4). In contrast, most of these key ExEn genes were not identified among the Nanog, Oct4, and Sox2 target gene sets. 

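The 7 ExEn genes carried between 2 and 9 Gata6-bound regions each. Sox7 had 3, the strongest 1.2 kb upstream at 18.7-fold (chromosome 14, 63942300 to 63942699). Col4a1, which encodes a chain of type IV collagen, had 4, all inside the gene, at 8.63-fold to 24.1-fold (the strongest on chromosome 8, 11266050 to 11266499). Lamc1, the gene of a laminin chain, had 4, with the strongest 26.0 kb upstream at 18.9-fold (chromosome 1, 153358500 to 153358999). Together with Foxa2 and Lamc1, 9 of 9 ExEn genes named in the text had a region (adjusted p = 5.23e-06, Fisher's exact test, and 0.0008 against genes of matched length), a list that the paper chose from these regions and so is not independent evidence. In the plot of gene lists, the share of genes with a region at 36 h is set beside the share in each eXEN line.

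**Figure D1:**
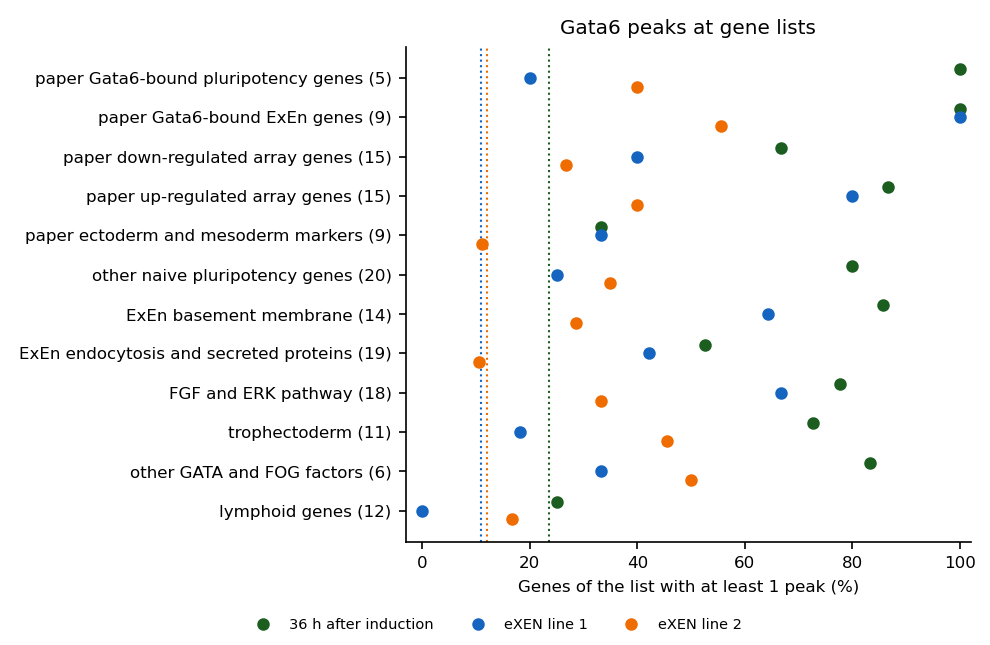
Share of the genes of each list (%, with the number of genes in parentheses) that have at least 1 Gata6 peak at 36 h after induction, in eXEN line 1 and in eXEN line 2, with the share among all genes of the table as dotted lines. At 36 h, the lists of ExEn basement membrane (12 of 14) and other naive pluripotency genes (16 of 20) lie above the line of all genes at 23.5%, and lymphoid genes (3 of 12) lie at it.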

Previous studies have shown that, in addition to its function in pluripotent cells downstream from Nanog (Festuccia et al. 2012), *Esrrb* knockdown or overexpression affects endoderm gene expression (Ivanova et al. 2006; Loh et al. 2006; Uranishi et al. 2013). However, when we overexpressed an *Esrrb* transgene (van den Berg et al. 2008; Uranishi et al. 2013) concomitant with doxycycline-induced *Gata6* expression, this did not prevent the down-regulation of Nanog expression (Supplemental Fig. S6A) or iXEN-like cell differentiation (data not shown). Moreover, by immunofluorescence analysis, we found that in mouse preimplantation embryos, Esrrb and Gata6 expression was coincident even after down-regulation of Nanog in Gata6-high PrE cells (Supplemental Fig. S6B). This suggests that Esrrb may not function to inhibit ExEn differentiation in this context or that alternative factors may be required in tandem to block the endoderm-promoting effect of Gata6. Knockdown of additional pluripotency factors such as *Prdm14* and *Nr5a2* has been shown to up-regulate ExEn genes (Ma et al. 2011; McDonald et al. 2014). Indeed, when we compared Gata6-bound loci with those occupied by Prdm14 in mES cells, we identified extensive overlap of common gene targets (Fig. 5B; Supplemental Table S4) as well as overlapping binding sites (843 overlapping gene loci) (Fig. 5A,C). Consequently, the greater degree of overlap with Gata6-bound sites may reflect the dual role of both Gata6 and a pluripotency factor subset in driving their respective cell fates.

To investigate whether the binding sites that we identified during Gata6 reprograming are maintained in eXEN cells, we performed ChIP-seq analysis of Gata6 occupancy in eXEN cell lines (Supplemental Table S5,S6). 

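In eXEN cells, which are XEN cell lines derived from embryos, Gata6 was precipitated without induction, with an antibody to Gata6 itself in place of the FLAG tag. There are 2 lines, each with 1 Gata6 ChIP library and 1 control library, and the authors deposited a separate list of regions for each line, so no value has a replicate within a line. The strongest regions named for a gene in line 1 lay 70.4 kb upstream of Dkk2, a WNT antagonist gene (chromosome 3, 132014616 to 132015130), and inside Paqr5, both at 10.7-fold, and a region inside Zfpm1, the gene of the GATA cofactor FOG1, reached 10.2-fold. The strongest in line 2 lay 9.4 kb upstream of Txndc11 at 9.17-fold (chromosome 16, 11143822 to 11144336). The list of line 1 holds 3820 regions with a median of 3.66-fold over the control and a median length of 293 bp, and that of line 2 holds 4938 regions with a median of 4.44-fold and 365 bp. The FDR is listed as 0 for every region of both lines, and the number of reads is not given. The supplemental methods describe the processing of both kinds of cells together and do not say which program called which list. On GRCm38, 61.5% of the regions compared in line 1 and 65.3% in line 2 lay close to the gene they are named for, against 14.8% and 14.6% on NCBIM37. Since all lists are on a single build, regions were also compared by position, counting an overlap of at least 1 bp, an alternative chosen after the data were seen. As a measure of chance, the regions were moved along their chromosomes 10 times by up to 1 Mb.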

Of the 927 Gata6 gene targets in eXEN cells, 504 genes were also targets of Gata6 at the 36-h post-induction time point (Supplemental Table S4). This includes Gata6 endoderm target genes such as *Gata4*, *Gata6*, *Sox7*, and *Lamc1*. 

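Genes named by a region in both eXEN lines numbered 929, and 505 of these (54.4%) were also named at 36 h after induction. This is more than the 217 that independent lists would share (odds ratio 4.23, 95% confidence interval 3.70 to 4.84, p = 1.15e-97, Fisher's exact test over all genes, two-sided). The 217 assumes independent genes, and no number after a move of the regions was taken for genes named in both lines. Examples are Fgfr2, with regions 21.1 kb downstream in line 1 at 7.56-fold and 48.2 kb upstream in line 2 at 5.27-fold, and Nid2 and Hspg2, which encode basement membrane proteins. The lines differed in how far their genes went with those at 36 h, since 1672 of 2879 genes (58.1%) of line 1 were shared (odds ratio 5.94) and 1133 of 3198 (35.4%) of line 2 (odds ratio 2.01). Counted by the nearest gene, line 1 shared 2036 genes with 36 h, against 1122 to 1262 after moves of its regions along the chromosomes. Line 2 shared 1365, against 1050 to 1220. So in both lines moved regions share most of the number found, and in line 2 they come closer to it. By position, the lines shared few regions with each other: 137 of the 3820 regions of line 1 (3.59%) overlapped a region of line 2, against 8 to 20 after a move. Only 91 genes were named by regions that overlapped between the lines, and 26 of those were targets at 36 h (odds ratio 1.34, p = 0.211, Fisher's exact test).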

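At these endoderm genes, some of the regions bound at 36 h were overlapped by a region of line 1 and none by a region of line 2. At Gata4, 4 of the 7 regions found at 36 h were overlapped by a region of line 1, including those at 38.5-fold and 34.2-fold, where line 1 was enriched 5.07-fold (63265263 to 63265562) and 4.33-fold (63231157 to 63231445). Line 2 had 2 regions named for Gata4, inside the gene at 3.72-fold (63264602 to 63265141) and 26.3 kb upstream at 4.52-fold, and neither overlapped a region of the other lists. The region inside the gene ended shortly before the 38.5-fold region at 36 h, which starts at 63265200. So the lack of overlap does not show a different site there. At Gata6, 3 of the 5 regions were overlapped by line 1, among them the region 43.0 kb upstream, where line 1 reached 7.11-fold (chromosome 18, 11009262 to 11009703), while the only region of line 2 lay 153.0 kb downstream. At Sox7, 1 of the 3 regions, 1.2 kb upstream, was overlapped by line 1 at 3.03-fold, and line 2 had a region 19.8 kb upstream at 4.02-fold. At Lamc1, 1 of the 4 regions, 26.0 kb upstream, was overlapped by line 1 at 5.73-fold, and line 2 had a region inside the gene at 4.01-fold. No list has replicates, so these differences at single genes were not tested.

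**Figure D2:**
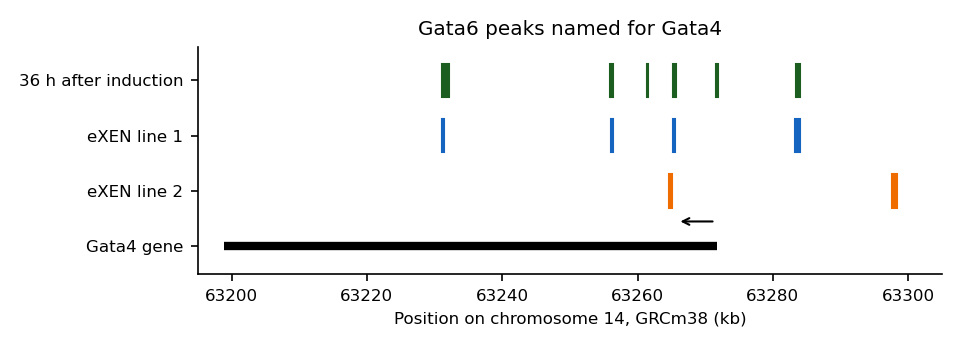
Map of the Gata6 peaks named for Gata4 at 36 h after induction, in eXEN line 1 and in eXEN line 2 (filled boxes, to scale), above the extent of the Gata4 gene (black bar, with an arrow in the direction of transcription), by position on chromosome 14 of GRCm38 in kb. The 4 peaks of line 1 overlap peaks at 36 h, and the 2 peaks of line 2 do not. The peak of line 2 inside the gene ends at 63265141, shortly before a 36 h peak that starts at 63265200.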

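Of the 5 pluripotency genes with a Gata6-bound region at 36 h that the text names, Nr5a2 was named by a region in both eXEN lines. In line 1 that region was enriched 5.27-fold (chromosome 1, 136960461 to 136960760) and overlapped the region 0.2 kb upstream of the gene that was bound at 36 h, and in line 2 the region lay 50.1 kb upstream (137010323 to 137010684). Nanog, Pou5f1 and Lefty1 had no region named for them in either line, whereas Esrrb had none in line 1 but 3 in line 2, all inside the gene and the strongest at 5.01-fold (chromosome 12, 86477966 to 86478260), at positions not bound at 36 h. Wider lists include the 5 pluripotency and 9 ExEn genes that the paper chose from these regions, some because they were also bound in eXEN cells. Over these lists, 4 of 21 pluripotency genes bound at 36 h (19.0%) were named in both lines, Klf5, Lin28a, Nr5a2 and Tfcp2l1. Of ExEn genes 7 of 29 (24.1%) were, a difference that did not pass the test (odds ratio 1.35, p = 0.741, Fisher's exact test, two-sided). Counting a gene named in either line, 9 of 21 pluripotency genes and 22 of 29 ExEn genes were kept (odds ratio 4.19, p = 0.0221, Fisher's exact test). In alternatives chosen after the data were seen, line 1 alone kept 6 of 21 pluripotency and 21 of 29 ExEn genes (odds ratio 6.56, p = 0.00372, Fisher's exact test), and line 2 alone kept 7 and 8 (odds ratio 0.762, p = 0.759). Without the genes that the paper chose, 3 of 16 pluripotency and 2 of 20 ExEn genes were named in both lines (odds ratio 0.481, p = 0.637, Fisher's exact test), 7 and 13 in either line (odds ratio 2.39, p = 0.313). Line 1 kept 5 and 12 of them (odds ratio 3.30, p = 0.106, Fisher's exact test) and line 2 kept 5 and 3 (odds ratio 0.388, p = 0.422). So none of these differences passed the test without the genes that the paper chose.

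**Figure D3:**
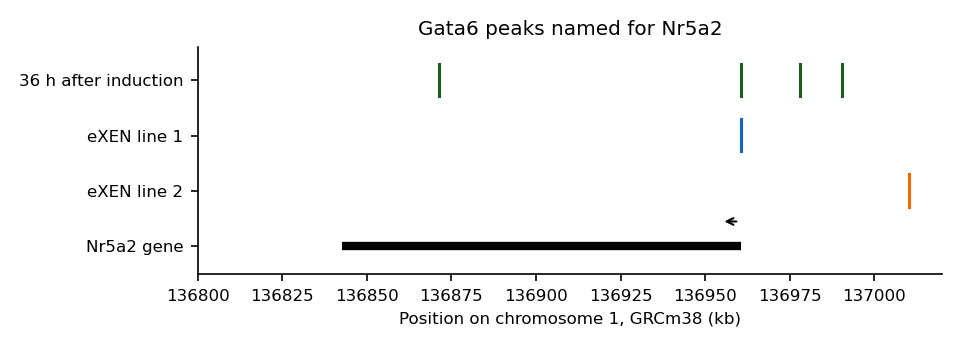
Map of the Gata6 peaks named for Nr5a2 at 36 h after induction, in eXEN line 1 and in eXEN line 2 (filled boxes, to scale), above the extent of the Nr5a2 gene (black bar, with an arrow in the direction of transcription), by position on chromosome 1 of GRCm38 in kb. The peak of line 1 lies at the 36 h peak 0.2 kb upstream of the gene, and the peak of line 2 lies 50.1 kb upstream.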

Interestingly, we did not detect enrichment of Gata6 binding near many of the pluripotency target genes that we identified at the 36-h post-induction time point, with the notable exception of *Nr5a2*. This demonstrates that Gata6 binding in eXEN cells is distinct compared with cells in transition and suggests that there may not be a requirement for Gata6 to actively repress pluripotency factor expression long after they are down-regulated.

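Sites bound 36 h after induction were found again in 1 of the eXEN lines and hardly in the other. In line 1, 1674 of 3820 regions (43.8%, 95% Wilson interval 42.3 to 45.4) overlapped a region bound at 36 h, against 14 to 26 after a move along the chromosomes. In line 2, 35 of 4938 regions (0.709%, 0.510 to 0.984) did so, against 17 to 35 after a move. The share in line 1 rose with enrichment, from 12.0% among the 10% of regions with the lowest fold to 85.3% among the 10% with the highest. Seen from the induced cells, 1676 of 12632 regions (13.3%) were overlapped by line 1, and these had a median of 13.2-fold over the control against 9.10-fold for the other regions. ExEn genes were among those kept by position: 20 of 29 ExEn genes bound at 36 h and 4 of 21 pluripotency genes had a region overlapped by line 1 (odds ratio 9.44, p = 0.000625, Fisher's exact test, two-sided), and no gene of either group had a region overlapped by line 2. These groups include genes that the paper chose from the regions, and without them 12 of 20 and 3 of 16 genes were kept in line 1 (odds ratio 6.5, 95% confidence interval 1.16 to 44.7, p = 0.0186, Fisher's exact test, two-sided). Paqr5 and Bdkrb2, with strong regions in line 1 at 10.7-fold and 10.5-fold, were bound at the same positions at 36 h. The comparison by position was chosen after the data were seen, the interval covers counting error only, and induced and eXEN cells were precipitated with different antibodies. The paper reasons from the lack of binding near many pluripotency genes in eXEN cells and concludes that binding there is distinct from that in cells in transition, and it proposes that Gata6 need not repress these genes long after they are down-regulated.

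**Figure D4:**
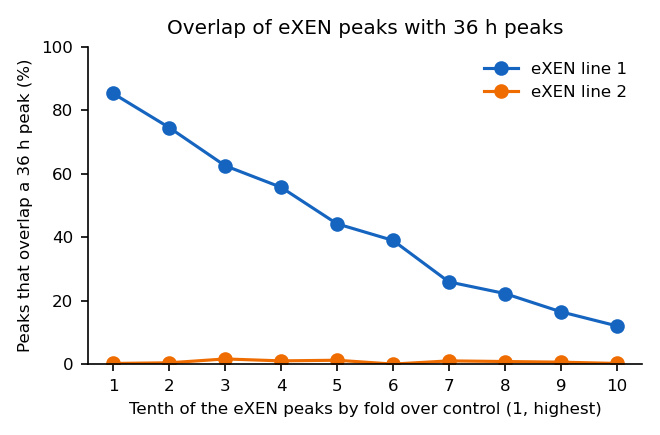
Share of the peaks of eXEN line 1 and eXEN line 2 that overlap a 36 h peak by at least 1 bp (%, vertical axis), by 10 equal bins of the peaks in order of fold over the control (horizontal axis, highest fold at 1). Line 1 falls from 85.3% to 12.0%, and line 2 stays near 0 in every bin.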

### Gata6 initiates an ExEn program in differentiated cells and hES cells

We also sought to determine whether Gata6 could reprogram cells other than mES cells. To investigate this, we used a pure culture of stable neural stem cells that were previously shown to generate functional neurons that contribute to the adult brain in mouse chimeras, without the formation of teratomas (Conti et al. 2005). This avoids the possibility of residual pluripotent or partially differentiated cells, which may be present at early stages of directed differentiation protocols. We expressed *GATA6* in neural stem cells by lentiviral transduction in neural basal medium and evaluated the identity of the cells 20 d after induction (Fig. 6A). Despite their morphological resemblance to neurons, immunofluorescence analysis confirms robust induction of Gata6, Sox7, and Sox17 proteins (Fig. 6B) in the GATA6-overexpressing cells. Importantly, the preinduced cells lacked detectable expression of Oct4 and Nanog (Conti et al. 2005), which we confirmed was also undetectable in the GATA6-induced cells (Fig. 6B). We observed low levels of detectable Nestin expression in these cells (Fig. 6B), suggesting that an additional time interval may be required to stabilize the XEN cell program and fully overcome the neural stem cell state. qRT –PCR analysis confirmed that the *GATA6*-induced cells up-regulated the XEN factors *Gata6*, *Sox7*, *Sox17*, *Col4a1*, *Lama1*, *Dab2*, and *Foxa3* (Fig. 6C). In all, the ability of Gata6 to promote reprograming to iXEN-like cells does not appear to be restricted solely to mES cells.

**Figure 6.**
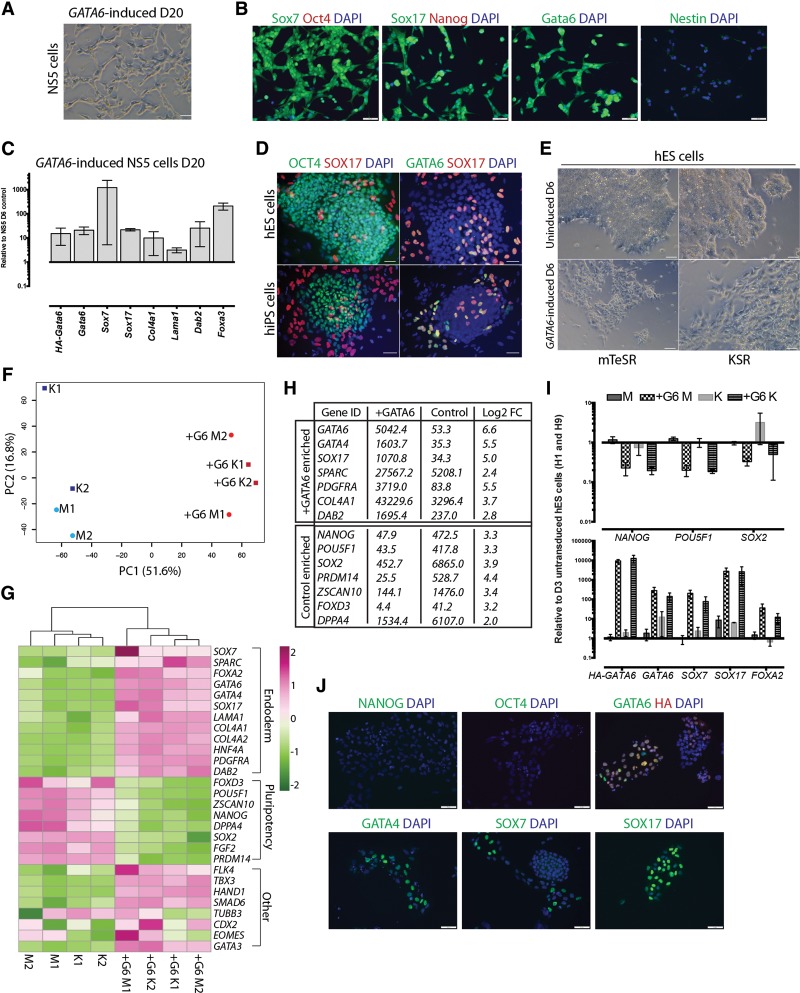
Gata6 initiates an ExEn program in mouse neural stem cells and hES cells. (*A*) Phase-contrast images of uninduced or *GATA6*-induced mouse neural stem cells. Bars, 50 μm. (*B*) Immunofluorescence analysis for Sox7, Sox17, Gata6, or Nestin (green) and Oct4 or Nanog (red) with DAPI (blue) merge in *GATA6*-induced mouse neural stem cells after 20 d of induction. Bars, 50 μm. (*C*) qRT –PCR analysis of mouse neural stem cells for HA-tagged exogenous *GATA6* and selected endoderm transcripts (*Gata6*, *Sox7*, *Sox17*, *Col4a1*, *Lama1*, *Dab2*, and *Foxa3*) 20 d following transduction. Data are mean ± SEM of two replicates. (*D*) Immunofluorescence analysis for OCT4 or GATA6 (green) and SOX17 (red) with DAPI (blue) merge in hES and human iPS (hiPS) cells in pluripotent culture conditions. Bars, 50 μm. (*E*) Representative phase-contrast images of *GATA6*-transduced hES cells 6 d after *GATA6* induction compared with uninduced controls in pluripotency (mTeSR) or differentiation (KSR) medium. Bars, 50 μm. (*F*) Principal component analysis using RPKM (reads per kilobase per million mapped reads)-normalized RNA sequencing (RNA-seq) data from biological replicates of uninduced and *GATA6*-induced (+G) cells in KSR (K) or mTeSR (M) medium. (*G*) Heat maps showing the hierarchical clustering of uninduced and *GATA6*-induced (+G) cells in KSR (K) or mTeSR (M) medium using RPKM-normalized RNA-seq data. Expression levels plotted on a high-to-low scale (purple–white–green). (*H*) DESeq analysis indicating genes significantly differentially expressed in the uninduced control versus GATA6-induced cells in both the KSR and mTeSR conditions. The median gene expression and log_2_ fold change (FC) difference in expression are noted. (*I*) qRT –PCR analysis of H1 and H9 hES cells for HA-tagged exogenous *GATA6* expression and selected pluripotency (*POU5F1*, *NANOG*, and *SOX2*) and endoderm (*GATA6*, *SOX7*, *SOX17*, and *FOXA2*) transcripts 6 d following transduction. Data are mean ± SEM of two to three replicates. (*J*) Immunofluorescence analysis of OCT4, NANOG, GATA4, SOX17, SOX17, and GATA6 (all green) and HA (red) with DAPI (blue) merge in *GATA6*-induced H9 hES cells 5 d following doxycycline treatment. Bars, 50 μm.

We next sought to investigate the broader reprograming potential of Gata6. We observed SOX17 and GATA6-coexpressing cells within hES and iPS cell cultures maintained in pluripotency conditions (Fig. 6D). This is reminiscent of the Sox17-expressing XEN-committed cells that we observed previously in mES cell cultures (Niakan et al. 2010) and suggests that hES cell may also have the potential to be converted to XEN cell lines. We then transduced hES cells in both pluripotency (mTeSR) and differentiation-promoting (KSR) conditions to determine whether *GATA6* expression is sufficient to drive iXEN cell reprograming from hES cells. Significantly, as stable human XEN cell lines have yet to be established, no morphological benchmark exists.

*GATA6*-transduced hES cells exhibited a morphology that is distinct from hES cell colonies even in conditions that otherwise favor their pluripotency (Fig. 6E). 

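RNA was sequenced from hES cells transduced with GATA6 and from untransduced hES cells, in KSR medium and in mTeSR medium, at day 6. Each of the 4 groups has 2 libraries, so that 4 GATA6-transduced libraries stand against 4 untransduced (control) libraries. The paper's methods describe puromycin selection after lentiviral transduction, and no library is from cells with a control virus. So changes given here as those with GATA6 cannot be told apart from effects of transduction and selection. The labels give the 2 libraries of a group as line 1 and line 2, and the legend of Fig. 6F calls them biological replicates. The legend of Supplemental Table S7 calls them technical replicates. If they are technical replicates, the SD and p values given here understate the variation between cultures. The supplemental methods state that reads were aligned to hg19 with TopHat2, counted per Ensembl gene with HTSeq and divided by gene length and sequencing depth to give RPKM, and the table lists RPKM for 63677 genes, of which 39130 are above 0 in a library. For all 39130, the smallest whole numbers of reads that give the ratios of the RPKM could be worked back (to within 1e-06 of a whole number). A factor shared by all libraries of a gene is lost in this, so the numbers are lower bounds. They add up to 11.1 to 20.4 M counted reads per library. The groups overlapped in depth, with 13.2 to 17.4 M in control KSR, 11.1 to 20.4 in GATA6 KSR, 12.6 to 20.4 in control mTeSR and 13.2 to 15.1 in GATA6 mTeSR libraries. Differences were tested on log2 of RPKM plus 0.1 with limma (trended variance, two-sided, Benjamini-Hochberg adjusted p under 0.05) over the 16727 genes with at least 1 RPKM in at least 2 libraries. The median log2 fold change over these genes was -0.23, and -0.02 after scaling by the median of ratios, so a small drop in RPKM lies within the general shift. In simulated data of this size, 100 genes were changed by 1 and 100 by 2 on the log2 scale. Of these, 32% and 68% were called, with 1.96% false calls. The adjusted threshold depends on the share of genes changed, so these rates need not hold here, where 6471 genes were called. Gene lists were compared with the other genes by camera with a preset correlation of 0.01, adjusted over 24 lists, and none of the 16 lists called in this way keeps its call when the correlation is estimated, for which the p is given beside each list. Positions of human genes are those of a GENCODE annotation on GRCh37, matched by Ensembl identifier.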

We next compared the global transcriptional profile of *GATA6*-transduced versus untransduced hES cells by RNA sequencing (RNA-seq). We initially used principal component analysis (PCA), which demonstrates that the *GATA6*-induced samples cluster together irrespective of the basal medium and were transcriptionally distinct from untransduced cells (Fig. 6F). 

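GATA6-transduced cells lay apart from untransduced cells on PC1 in both media. PC1 held 65.8% and PC2 12.9% of the variance of RPKM over all genes, and all 4 GATA6 libraries lay on one side of all 4 control libraries on PC1 (p = 0.0286, exact permutation test, two-sided, the smallest p that 4 against 4 allow). Fibronectin (FN1) gave 11.7% of the PC1 loading, as its mean rose from 41.3 to 2208 RPKM, and mitochondrially encoded genes gave 33.9%. PC2 did not separate the media (p = 0.686, exact permutation test). With GATA6, 2292 genes were higher and 4179 lower, that is 35.4% of the calls higher, and with scaling by the median of ratios 3117 were higher and 2692 lower (53.7% higher). The genes with the largest increase were HAND1, PITX1, LRRN4, HAPLN1, APOA1, AQP1, LUM, RP11-480G7.1, COL3A1 and GATA2, at log2 fold changes from 9.23 down to 7.07. PITX1, a homeobox gene, reached 88.9 ± 33.7 RPKM (SD, n = 4) against 0.169 ± 0.133 in controls (log2 fold change 8.46, standard error 0.45, adjusted p = 3.67e-06 from limma). AQP1, a water channel gene, reached 119 ± 107 RPKM (SD, n = 4) against 0.385 ± 0.262. The genes with the largest decrease were HES3, LINC00404, MIR363, RP11-82L7.4, FOXB1, RP11-640N20.6, HES5, LINC00403, CRABP1 and GBX2, at log2 fold changes from -7.82 up to -5.55. HES3, a bHLH repressor gene of the HES family, fell from 67.6 ± 31.2 to 0.236 ± 0.277 RPKM (SD, n = 4). Of the 16727 genes tested, 6372 (38.1%) had no overlap between GATA6 and control libraries, which chance gives in 2.86% of genes.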

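The response to GATA6 was alike in direction in KSR and mTeSR medium. In control cells, RARB, CAV1 and MEIS2 were lower in mTeSR than in KSR medium, and no other gene passed the test (limma, 1413 genes at an unadjusted p under 0.05), while 55 genes passed with 1 RPKM added in place of 0.1. So with 2 libraries a group the number of genes that the medium changed is not settled. RARB, a retinoic acid receptor gene, fell by 3.65, CAV1, a caveolin gene, by 3.76 and MEIS2, a homeobox gene, by 2.34 on the log2 scale, and none of the 3 is called when the cell line is blocked. GATA6 raised 1313 and lowered 2193 genes in KSR medium, and raised 1187 and lowered 1495 in mTeSR medium. These 2 sets had 1890 genes in common with the same direction and 6 with opposite directions, and across all tested genes the log2 fold changes in the media had a Pearson r of 0.767, where genes are not independent replicates. No gene differed in its response between the media in the limma interaction test, whose smallest adjusted p was 0.233, with 737 genes at an unadjusted p under 0.05. The counts within a medium rest on 2 libraries a group, and leaving out a library brought them as low as 858 in KSR and 556 in mTeSR medium. The balance turns as well, with 532 higher and 326 lower in KSR medium without control replicate 1, and 378 higher and 178 lower in mTeSR medium without control replicate 1. On the 27 of 28 genes of Fig. 6G that the table holds, hierarchical clustering of scaled RPKM put all 8 libraries with their own group at its topmost split, and so did all 16727 tested genes. The median Pearson correlation of log2 values was 0.918 between replicates, 0.917 between media with the same GATA6 state and 0.788 between GATA6 and control libraries.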

We also used an independent method of hierarchical clustering, which again demonstrates that, independent of the basal medium, the *GATA6*-induced cells cluster together and are distinct from the untransduced cells (Fig. 6G). 

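All 12 genes of extraembryonic and pan-endoderm identity that the paper lists were higher with GATA6 (12 adjusted over the list alone), with a median log2 fold change of 3.29, in a list the study chose on these samples and that is therefore not independent evidence. GATA6 itself (ENSG00000141448, chromosome 18, 19749550 to 19782491 of GRCh37) rose to 83.4 ± 28.8 RPKM (SD, n = 4) from 1.01 ± 0.680 in controls, where reads of the transgene and of the endogenous gene cannot be told apart (log2 fold change 6.36, standard error 0.44, adjusted p = 9.79e-06 from limma). HNF4A, a nuclear receptor of visceral endoderm and liver (ENSG00000101076, chromosome 20, 42984339 to 43061485), rose by 5.96 on the log2 scale, GATA4 by 5.26 and PDGFRA by 5.18. SOX7 had the least even increase, with 11.3 RPKM in GATA6 mTeSR replicate 1 and 1.71 to 1.81 in the other GATA6 libraries. Of 14 basement membrane genes that could be tested, listed before the data were examined, 13 were higher and none was lower (13 adjusted over the list alone), among them FN1, NID2 at 126 ± 59.3 against 6.46 ± 1.63 RPKM (SD, n = 4) and COL18A1 and NID1. A rise of matrix genes is not particular to endoderm, as 7 of 10 fibroblast and stromal markers (7 adjusted over the list alone, median 3.77) and 5 of 12 mesenchymal genes (5 adjusted over the list alone) were also higher and none was lower. Of 11 yolk sac and hepatic secreted proteins, 10 were higher and none was lower (10 adjusted over the list alone), with a median of 3.64. They include APOA1, the main apolipoprotein of HDL, at 308 ± 145 against 2.13 ± 2.16 RPKM (SD, n = 4), APOB and the fetal serum protein AFP at 26.0 ± 30.2 against 0.991 ± 0.898 RPKM. AFP was uneven, from 4.75 to 70.3 RPKM over the GATA6 libraries. Of 7 genes of visceral endoderm endocytosis and transport, 5 were higher (6 adjusted over the list alone), namely DAB2, CUBN, FOLR1, LRP2 and CLTC, the clathrin heavy chain gene. The libraries of LRP2 overlap between the groups, and its call is lost in 8 other settings and that of FOLR1 in 6. Of 11 endoderm transcription factors, 3 were higher, among them KLF5 and FOXA1, 2 were lower, NR2F1 and ONECUT1, and 6 did not pass the test (3 and 2 adjusted over the list alone). The libraries of NR2F1 overlap, and its call is lost in 5 other settings. Of 11 genes of definitive endoderm and anterior streak, 3 were higher, LHX1, DKK1 and FRZB, and 8 did not pass (3 adjusted over the list alone). By camera, the paper's list (adjusted p = 5.56e-13), basement membrane (2.64e-11), secreted proteins (6.99e-08), endocytosis (0.00266) and definitive endoderm (0.0460) stood above other genes, and endoderm transcription factors did not (0.0736). With an estimated correlation, the adjusted p was 0.100 for each of the 3 lists named at the start of that sentence, 0.163 for endocytosis and 0.374 for definitive endoderm, whose adjusted p was also 0.0507 with a replicate block and 0.0707 with quantile normalization.

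**Figure D5:**
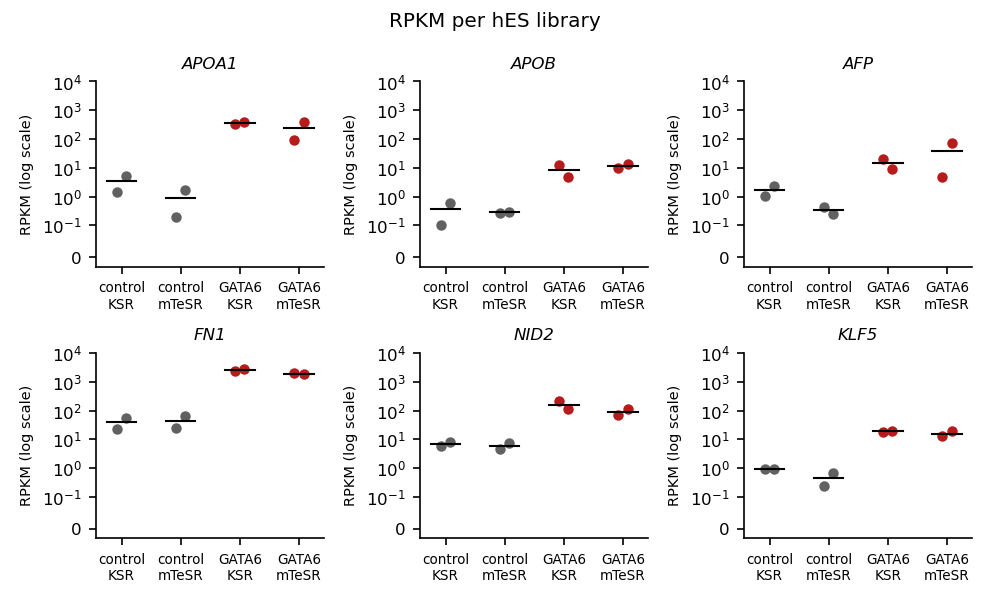
RPKM (log scale, linear below 0.1) of 6 genes of yolk sac, basement membrane and endoderm in each hES library, by medium and GATA6 state, with points for the 2 libraries of a group and a line at their mean. Every GATA6 library lies above every control library for each of the 6 genes.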

Notably, *GATA6*-transduced hES cells up-regulated a number of extraembryonic and/or pan-endoderm factors, including *GATA6*, *GATA4*, *SOX17*, *SOX7*, *FOXA2*, *PDGFRA*, *COL4A1*, *COL4A2*, *LAMA1*, *HNF4a*, *DAB2*, and *SPARC* (Fig. 6G,H; Supplemental Tables S5, S6). 

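All 8 pluripotency genes that the paper lists were lower with GATA6 (8 adjusted over the list alone), with a median log2 fold change of -3.38, in a list the study chose on these samples and that is not independent evidence. PRDM14, a chromatin regulator of pluripotency (ENSG00000147596, chromosome 8, 70963886 to 70983928 of GRCh37), was at 0.706 ± 0.936 RPKM (SD, n = 4) with GATA6 and at 16.3 ± 1.52 in controls. Its mean with GATA6 rests largely on mTeSR replicate 1, at 2.10 RPKM against 0.0766 to 0.396 in the other GATA6 libraries. SOX2 (ENSG00000181449, chromosome 3, 181429713 to 181432224) was at 11.4 ± 6.85 against 198 ± 22.1 RPKM (SD, n = 4), a log2 fold change of -4.45 (standard error 0.53, adjusted p = 0.000228 from limma). POU5F1 (ENSG00000204531, chromosome 6, 31132114 to 31148508), whose pseudogenes can share its reads, fell from 13.2 ± 4.10 to 1.21 ± 0.622 RPKM (SD, n = 4), and NANOG from 16.1 ± 8.87 to 1.45 ± 0.961. Each of the 8 genes was lower in every GATA6 library than in every control library. Of 22 other markers of primed pluripotency that could be tested, listed before the data were examined, 15 were lower, 2 were higher and 5 did not pass the test (15 and 2 adjusted over the list alone). The number lower was 12 with quantile normalization, 11 with scaling by the median of ratios and 11 with each library rescaled to the same sum, and 2 were higher in each. USP44, a deubiquitinase gene of undifferentiated cells, fell by 4.26, POLR3G by 3.78 and SFRP2, a secreted WNT modulator gene, by 3.76 on the log2 scale. The 2 members that rose were PODXL, a sialomucin gene of the hES cell surface that epithelia also express, at 474 ± 75.1 against 207 ± 15.5 RPKM (SD, n = 4), and NODAL, at 5.52 ± 2.35 against 2.40 ± 0.940, whose libraries overlap and whose call is lost in 6 other settings. By camera, the paper's list was lower than other genes (adjusted p = 2.88e-05, and adjusted p = 0.204 with an estimated correlation), and so was the wider list (adjusted p = 0.00231, and adjusted p = 0.431 with an estimated correlation).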

Significantly, we confirmed that the *GATA6*-induced cells down-regulated pluripotency factors, including *NANOG*, *POU5F1*, *SOX2*, *PRDM14*, *FGF2*, *FOXD3*, *DPPA4*, and *ZSCAN10*. qRT–PCR analysis confirmed the up-regulation of endogenous *GATA6*, *SOX17*, *SOX7*, and *FOXA2* transcripts between 10-fold and 1000-fold and the down-regulation of the expression of *NANOG*, *SOX2*, and *POU5F1* (Fig. 6I). However, expression of genes associated with alternative lineages, including *FLK4*, *TBX3*, *CDX2*, *GATA3*, *SMAD6*, *EOMES*, *HAND1*, and *TUBB3*, suggests that the *GATA6*-induced hES cells may not be fully reprogramed to stable iXEN cells (Fig. 6I). Moreover, although we clonally passaged the *GATA6*-transduced hES cells more than three times and they maintained their morphology for >1 mo, they could not be maintained indefinitely, suggesting that alternative conditions or factors may be required to derive stable human iXEN cells.

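Of the 7 genes of alternative lineages that the table holds, HAND1, TBX3, GATA3 and SMAD6 were higher with GATA6 and CDX2, EOMES and TUBB3 did not pass the test (5 adjusted over the list alone), in a list the study chose on these samples and that is not independent evidence. HAND1, a factor of heart, extraembryonic mesoderm and trophoblast (ENSG00000113196, chromosome 5, 153854532 to 153857787 of GRCh37), reached 563 ± 263 RPKM (SD, n = 4) against 1.00 ± 0.896 in controls, the largest increase of all genes called (log2 fold change 9.23, standard error 0.54, adjusted p = 4.98e-06 from limma). TBX3 was at 36.6 ± 9.43 against 0.365 ± 0.313 RPKM (SD, n = 4), and GATA3 had a log2 fold change of 4.62. CDX2, a trophectoderm and hindgut factor, had a log2 fold change of 1.59 (adjusted p = 0.0568 from limma), EOMES of 1.15 (adjusted p = 0.286) and TUBB3, a neuronal tubulin, of -0.05 (adjusted p = 0.923). CDX2 passed the test under 8 other settings, among them scaling by the median of ratios. Of 19 mesoderm and cardiac genes, listed before the data were examined, 14 were higher, none was lower and 5 did not pass (14 and 2 adjusted over the list alone), with a median of 2.42. They include MYL7, an atrial myosin light chain gene, at 166 ± 69.0 against 2.94 ± 3.24 RPKM (SD, n = 4), and the cardiac factor genes TBX20 and HAND2. Of 14 trophoblast and amnion genes, 8 were higher, 1 was lower and 5 did not pass (9 and 1 adjusted over the list alone), led by GATA2, GATA3 and KRT8 at 1272 ± 388 against 95.5 ± 28.8 RPKM (SD, n = 4), while TFAP2C was the member called lower, by 1.23. The libraries of TFAP2C overlap between the groups, and its call is lost in 10 other settings. Of 16 neuroectoderm genes, 14 were lower, none was higher and 2 did not pass (14 adjusted over the list alone), with a median of -3.33, including HES5, SOX1, POU3F1 and MAP2. By camera the adjusted p was 2.64e-05 for the paper's list, 6.83e-08 for mesoderm, 1.50e-05 for trophoblast and 1.60e-05 for neuroectoderm, and with an estimated correlation the adjusted p was 0.100 for each of the others and 0.255 for neuroectoderm. The paper reasons from the expression of such genes and proposes that GATA6-induced hES cells may not be fully reprogramed to stable iXEN cells.

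**Figure D6:**
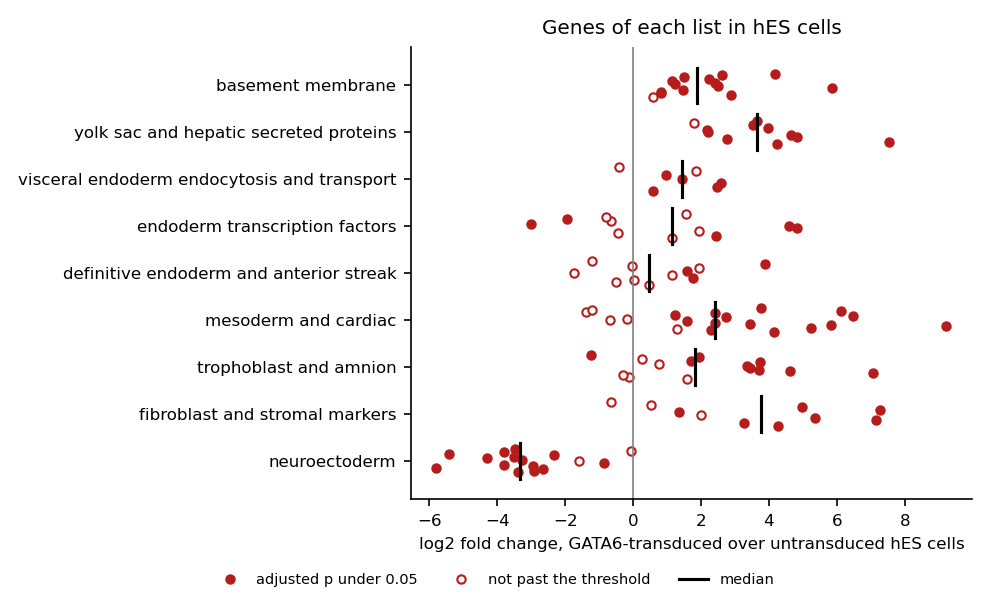
Log2 fold change of each tested gene of 9 lists (horizontal axis, GATA6-transduced over untransduced hES cells), with filled points for genes at an adjusted p under 0.05, open points for the others and a black line at the median of the list. The medians run from -3.33 for neuroectoderm to 3.77 for fibroblast and stromal markers.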

In tandem, we engineered GATA6 doxycycline-inducible hES cells by lentiviral transduction of a tetracycline/doxycycline-inducible HA-tagged *GATA6* transgene. hES cells in pluripotency medium treated with doxycycline exhibited a morphological switch similar to the *GATA6* virally transduced cells (Fig. 6E; data not shown). Importantly, the *GATA6* doxycycline-induced cells have down-regulated OCT4 and NANOG in most cells (Fig. 6J). Moreover, the induced cells have up-regulated the expression of the HA-tagged GATA6, SOX7, SOX17, and GATA4 proteins (Fig. 6J). While exogenous GATA6 initiated reprograming of hES cells to iXEN-like cells, the heterogeneity in endoderm protein induction suggests that an additional time interval, culture condition, or factor may be needed to generate self-renewing human iXEN cell lines. Nevertheless, this suggests that GATA6/Gata6 is sufficient to overcome a number of distinct cell states to drive iXEN-like cell reprograming.

## Discussion

We show that Gata6 functions to reprogram a number of cell types into iXEN-like cells. In the context of mES cell reprograming, it does so by rapid and potentially direct repression of the pluripotency gene regulatory network coupled with activation of an endoderm gene program. What distinguishes Gata6 from other endoderm transcription factors that we tested is the speed with which it acts to induce a cell fate switch in the absence of selection. Indeed, most reprograming, including iPS cells, can take several days of selective culture. As the induction of Sox17 takes >2 wk to down-regulate pluripotency (McDonald et al. 2014), this suggests that indirect mechanisms eventually lead to XEN conversion, perhaps via Gata6. It would therefore be interesting to determine whether Sox17 can induce XEN reprograming in the absence of Gata6. This seems unlikely given that Gata6 mutant mES cells fail to initiate cXEN cell conversion in growth factor-mediated conditions, in contrast to Sox17 mutant ES cells that initiate but fail to maintain cXEN cells (Cho et al. 2012).

Investigating the mechanisms of *Gata6*-mediated iXEN cell reprograming may provide insights into the genetic hierarchy involved in ExEn development in vivo (Fig. 7). In mouse embryos, Gata6 expression is initiated in the absence of Oct4/Nanog-mediated Fgf4 signaling, but downstream Gata4 and Sox17 expression is compromised (Frankenberg et al. 2011; Frum et al. 2013; Le Bin et al. 2014; Schrode et al. 2014). Our results suggest that induction of Gata6 can up-regulate Gata4 and Sox17 in the absence of Fgf4 in vitro, consistent with recent findings (Kang et al. 2013). Ectopic expression of Gata6 has also been shown to restore endoderm differentiation in ES cells lacking the FGF signaling adaptor Grb2 (Wang et al. 2011). We also show that Gata6 positively regulates itself as well as Fgfr2, Gata4, and Sox17. This suggests that, in the embryo, Gata6 may require a feedback loop via Fgf4/Fgfr2 signaling to reinforce its own expression to achieve a certain threshold, which subsequently triggers the expression of Gata4 and Sox17. This is consistent with the insufficiency of exogenous Fgf4 to restore Sox17 expression in Gata6 mutant embryos (Schrode et al. 2014). This may also explain the colocalization of Nanog and Gata6 in vivo, whereby a threshold of Gata6 expression needs to be reached in order to overcome pluripotency and specify the PrE. Gata6 overexpression in vitro likely exceeds this threshold, thereby leading to down-regulation of pluripotency and up-regulation of ExEn genes, thus allowing iXEN reprograming to proceed in the absence of Fgf4. Inducing high levels of Gata6 expression in Fgf4 mutant mouse embryos would be one approach to test this hypothesis. Alternatively, Gata6 levels could be fine-tuned in vitro to determine whether Gata6-low *Fgf4* mutant cells fail to induce Gata4 and Sox17. Lowering the dose of doxycycline in our inducible system has been shown to reduce the penetrance and therefore the percentage of cells inducing expression rather than the quantitative levels within a given cell (Beard et al. 2006). This apparent discrepancy between the in vivo requirement for Fgf4 signaling in the PrE may also be the result of the presence of signaling pathways that facilitate the destabilization of pluripotency in vitro or differences between ES cells and early inner cell mass cells within the blastocyst (Boroviak et al. 2014).

**Figure 7.**
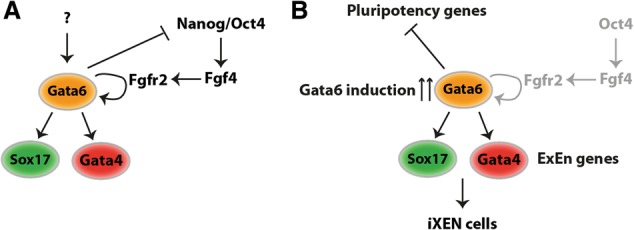
Model of the hierarchy of gene activity during iXEN reprograming. Here we show that the requirement for Oct4/Nanog during development to reinforce PrE development via FGF signaling (*A*) can be bypassed in vitro with the induction of Gata6 (*B*), which can potently induce mES-to-iXEN cell reprograming in the absence of Oct4 or Fgf4. Gata6 can bind to and rapidly induce the expression of downstream elements of an ExEn gene regulatory network (including Gata4 and Sox17). Gata6 can also simultaneously inhibit the expression of core and peripheral components of the pluripotency gene regulatory network. In all, the dual function of Gata6 as a repressor and activator potently drives mES-to-iXEN cell reprograming.

One of the advantages of our analysis of global Gata6 binding during the transition of mES cells to iXEN cells is that it revealed that Gata6 may function simultaneously as both an activator and repressor of genes during reprograming but not in eXEN cells. It has been suggested that other GATA transcription factors, such as Gata1, also have a dual activator and repressor role (Yu et al. 2009). However, it is unclear precisely how Gata6 functions to regulate both sets of target genes and whether cofactors, chromatin, or other epigenetic mechanisms may influence this decision. The analysis of sequences surrounding Gata6-bound loci has not yet revealed motifs that consistently distinguish Gata6-bound down-regulated genes from Gata6-bound up-regulated genes (data not shown). Interestingly, we identified Gata6 binding upstream of the *Nanog* promoter and within an intron of *Esrrb*. 

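In the list of regions at 36 h, the region named for Nanog at 12.0 kb upstream ranked 4376 of 12632, and 3 of the 4 regions named for Esrrb lay inside the gene. These 3 were enriched 42.1-fold, 9.06-fold (chromosome 12, 86481950 to 86482549) and 6.83-fold (86470950 to 86471199), and the remaining region lay 17.3 kb downstream at 8.49-fold (86538750 to 86539099). None of the regions at Nanog and Esrrb was overlapped by a region of an eXEN line.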

One possibility is to use the emerging RNA-guided CRISPR–Cas nuclease system (Cong et al. 2013; Mali et al. 2013) to mutagenize these endogenous sites to interrogate not only these putative Gata6 regulatory loci but also those of other pluripotency factors and endoderm targets.

Remarkably, Gata6 drives iXEN-like cells from mouse neural stem cells, showing that it is a broad inducer of reprograming. It is surprising that Gata6 can overcome intrinsic programs within these cell types. As mES cells have a characteristic open chromatin state, Gata6 may have fewer roadblocks to directly bind to regulatory elements to control gene expression. However, in neural cells, it would be surprising if all endoderm target genes remained readily accessible for Gata6 direct regulation. Therefore, one possibility is that Gata6 may be functioning as a pioneering transcription factor in these contexts, exposing otherwise closed heterochromatic regions, as has been shown for FoxA2 and Gata4 (Zaret and Carroll 2011). Given the pleiotropic function of Gata6 in promoting endoderm- and mesoderm-derived cell types, it is also surprising that there is only one reprograming outcome. Further characterization of Gata6-mediated reprograming in several cellular contexts would allow interrogation of the relationship between transcription factors, signaling, and epigenetics in driving cell state transitions.

Induction of *SOX7* or *SOX17* has been previously reported to drive XEN-like or definitive endoderm-like cells, respectively, from hES cells (Seguin et al. 2008). However, these cells cannot be maintained indefinitely in culture, and, significantly, *SOX7*- or *SOX17*-expressing hES cells retain pluripotency gene expression (Seguin et al. 2008). GATA6 induction is able to both inhibit the pluripotency program and promote ExEn gene expression, suggesting that, in this context, stable human XEN cells may have the potential to be established. Given the potency of the doxycycline-inducible system in initiating iXEN reprogramming in hES cells, it would be interesting to determine whether alternative culture conditions could effectively capture stable human iXEN cells. Recent transcriptomic analysis of human embryos (Yan et al. 2013) may lead to the identification of signaling pathways that may be important to stabilize GATA6-induced human XEN cell lines. Together, this demonstrates that Gata6 is a versatile and potent reprograming factor that can act alone to drive a cell fate switch from diverse cell types.

## Materials and methods

### Culture conditions for pluripotent stem cell lines and transcription factor induction

mES cells were maintained on mouse embryonic fibroblast (MEF)-coated pregelatinized tissue culture plates (Corning) in serum and 10 ng/mL LIF. Additional medium components are listed in Supplemental Table S4. For details of the generation of inducible mES cell lines, see the Supplemental Material. Induction of mES cells was performed in pluripotency maintenance medium using doxycycline at a final concentration of 1 µg/mL. Doxycycline (1 µg/mL) was also used to generate Oct4-null cells from ZHBTc4 mES cells (Niwa et al. 2000). H9 and H1 hES cells (WiCell) were cultured in mTeSR1 (Stem Cell Technologies) on Matrigel (BD Biosciences)-coated dishes. Lentiviral packaging was performed in HEK293T cells using Lipofectamine 3000 (Life Technologies) cotransfection of a plasmid containing an *EF1*α promoter driving the expression of human HA-tagged GATA6 and the puromycin resistance gene (AMSbio) together with packaging plasmids. Forty-eight hours after lentiviral transduction, cells were selected using 1 µg/mL puromycin (Sigma).

### qRT–PCR

RNA was isolated using TRI reagent (Sigma) and DNase I-treated (Ambion). cDNA was synthesized using a Maxima first strand *cDNA* synthesis kit (Fermentas). qRT –PCR was performed using Quantace Sensimix on an Applied Biosystems 7500 machine (Life Technologies Corporation). Primer pairs were previously published (Molkentin et al. 1997; Fujikura et al. 2002; Niwa et al. 2005; Brown et al. 2010a) or designed using Primer3 software. All primers are listed in Supplemental Table S6.

### Immunohistochemistry and imaging

Samples were fixed in 4% paraformaldehyde for 1 h or overnight at 4°C, permeabilized with 0.5% Tween in 1× PBS for 20 min, and blocked with 10% FBS diluted in 0.1% Tween in 1× PBS for 1 h. Primary antibodies were diluted at 1:500 in blocking solution, and samples were incubated overnight at 4°C rotating. Secondary antibodies were diluted at 1:300 in blocking solution, and samples were incubated for 1 h at room temperature, washed, and covered with 0.1% Tween in 1× PBS containing DAPI VectaShield mounting medium (Vector Laboratories). A list of the antibodies used is in Supplemental Table S7. Images were taken on either an Olympus 1X71 microscope with Cell^F software (Olympus Corporation), a Zeiss Axiovert 200M microscope with AxioVision release 4.7 software (Carl Zeiss Ltd.), or a Leica SP5 inverted confocal microscope (Leica Microsystems Ltd).

### Western blot analysis

Whole-cell protein was extracted with CelLytic M reagent (Sigma) supplemented with proteinase and phosphatase inhibitors (Roche). Thirty micrograms of protein per sample was resolved on 12% SDS-PAGE gels and transferred to PVDF membrane using a Bio-Rad Trans-Blot transfer system (Bio-Rad). Membranes were blocked in 5% skimmed milk or 5% BSA in TBS 0.1% Tween and incubated with primary antibody overnight at 4°C. Following washes in TBS 0.1% Tween, membranes were incubated with secondary antibody in 5% milk or 5% BSA for 1 h at room temperature. Proteins were visualized using the Pierce ECL Western blotting substrate (Thermo). Antibodies used are listed in Supplemental Table S7.

### Microarray analysis

Total RNA was isolated as above and DNase I-treated (Ambion). RNA quality was assessed on a eukaryote total RNA Nano series II (Agilent Technologies) and then processed on an Agilent 2100 Bioanalyzer using the RNA electrophoresis program. All RNA samples were amplified using the Total Prep 96 RNA amplification kit (Ambion). Samples were hybridized to Illumina MouseWG-6_V2 expression BeadChip arrays (Illumina, Inc.) Biological triplicates were collected for each sample. Computational analysis details are included in the Supplemental Material.

### ChIP-seq

Gata6-inducible mES cells were seeded at 1 × 10^4^ cells per square centimeter and treated with 1 µg/mL doxycycline for 36 h prior to harvesting. Immunoprecipitation was performed on 1 × 10^7^ to 2 × 10^7^ cells as described (Vokes et al. 2007) for three biological replicates versus input samples. Sonication was performed using a Misonix 4000 (28 cycles of 15 sec on and 45 sec off at an intensity of 70%) with a microtip probe (Misonix). The antibodies used are listed in Supplemental Table S7. Libraries were prepared using the TruSeq ChIP sample preparation kit, and the resulting samples were sequenced using the Illumina Genome Analyzer II (Illumina). Data will be deposited into Gene Expression Omnibus and released immediately after publication (GSE69323). Computational analysis details are included in the Supplemental Material.

## Supplementary Material

Supplemental Material

# Supplementary material for: Gata6 potently initiates reprograming of pluripotent and differentiated cells to extraembryonic endoderm stem cells
**Source:** Genes Dev. 2015 Jun 15;29(12):1239–55. doi: 10.1101/gad.257071.114
**Supplement:** Supplemental Material

Supplemental Material 

# Gata6 potently initiates reprograming of pluripotent and differentiated cells to extraembryonic endoderm stem cells

## Supplemental Material

**Files in this Data Supplement:**

- Supp Fig S1.tif
- Supp Fig S2.tif
- Supp Fig S3.tif
- Supp Fig S4.tif
- Supp Fig S5.tif
- Supp Fig S6.tif
- Supp Material.docx
- Supp Table S1.xls
- Supp Table S2.xls
- Supp Table S3.xlsx
- Supp Table S4.xlsx
- Supp Table S5.xlsx
- Supp Table S6.xlsx
- Supp Table S7.xlsx
- Supp Table S8.xlsx

# Supplementary material for: Gata6 potently initiates reprograming of pluripotent and differentiated cells to extraembryonic endoderm stem cells
**Source:** Genes Dev. 2015 Jun 15;29(12):1239–55. doi: 10.1101/gad.257071.114
**Supplement:** Supplemental Material

**Gata6 potently initiates reprogramming of pluripotent and differentiated cells to extraembryonic endoderm stem cells**

**Sissy E. Wamaitha, Ignacio del Valle, Lily T. Y. Cho, Yingying Wei, Norah M. E. Fogarty, Paul Blakeley, Richard I. Sherwood, Hongkai Ji, Kathy K. Niakan**

**Inventory of Supplemental Information**

**1. Supplemental Figures**

Figure S1, related to Figure 1

Figure S2, related to Figures 2 and 3

Figure S3, related to Figure 2

Figure S4, related to Figure 3

Figure S5 related to Figure 4

Figure S6 related to Figure 5

Separate image files are provided for Figures S1 – S6. Corresponding figure legends are included in this document.

**2. Supplemental Experimental Procedures**

**3. Supplemental References**

**4. Supplemental Tables**

Table S1. Microarray analysis of Gata6 overexpressing cells

Table S2. ChIP-Seq analysis of Gata6 binding after 36 hours of doxycycline treatment (biologically triplicate cell lines)

Table S3. Gene ontology analysis of Gata6 bound genes

Table S4. Gene target overlap between Gata6-FLAG (36h) versus Gata6 (eXEN), Oct4, Sox2, Nanog, Klf4, Esrrb or Prdm14

Table S5. ChIP-Seq analysis of Gata6 binding in eXEN cell line 1

Table S6. ChIP-Seq analysis of Gata6 binding in eXEN cell line 2

Table S7. RNA-Seq analysis of GATA6 induction in hES cells (day 6) and control hES cells in KSR or mTeSR media

Table S8. DESeq analysis comparing hES cells in the presence or absence of Gata6 induction (day 6)

Table S9. KSR medium components

Table S10. Vector construction and genotyping primers

Table S11. Quantitative RT-PCR primers

Table S12. Antibodies used for immunohistochemistry, western blot and chromatin immunoprecipitation

Separate Excel files are provided for Tables S1 – S8. Corresponding table legends are included in this document.

**Supplemental Figures**

**Supplemental Figure S1. *Gata6* or *Gata4* induction is uniquely sufficient to reprogram mES cells to XEN cells.** (A) qRT-PCR analysis of *FLAG* expression (*Gata4, Gata6, Sox7* or *Sox17* transgene overexpressing mES cells) or V5 expression (*Foxa3* and *Hnf4a* transgene overexpressing mES cells) after 6 days of doxycycline treatment or *Gata4, Gata6, Sox7*, *Sox17* *Foxa3* and *Hnf4a* expression in embryo-derived XEN (eXEN). Induced cells were cultured in the presence or absence of LIF, or in the absence of LIF and supplemented with FGF and heparin, as indicated. Relative expression reflected as fold difference over wild-type mES cells normalized to *Gapdh*. Data are mean ± s.e.m. of 2-3 biological replicates and 4 technical replicates. (B) Immunofluorescence analysis for dsRed (red) with DAPI merge (blue) in untreated *dsRed* transgenic mES cells (upper panels) and after 2 days of doxycycline treatment (lower panels). Scale bars: 100 μm. (C) and (D) qRT-PCR analysis for selected pluripotency and endoderm transcripts in *dsRed, Foxa3, Hnf4a, Gata4, Gata6, Sox7* or *Sox17* induced cells after 6 days of doxycycline treatment. Cells were cultured in the presence or absence of LIF, or in the absence of LIF and supplemented with FGF and heparin, as indicated. Relative expression reflected as fold difference over uninduced mES cells normalized to *Gapdh*. Data are mean ± s.e.m. of 2-3 biological replicates and 4 technical replicates. *p<0.05, **p<0.01, ***p<0.001. (E) Representative phase contrast images of *dsRed, Foxa3, Hnf4a, Gata4, Gata6, Sox7* or *Sox17* induced cells after 6 days of doxycycline treatment in the absence of LIF and supplemented with FGF and heparin. Scale bars: 100 μm.

**Supplemental Figure S2. *Gata6* induction in wild-type and *Fgf4^-/-^* mES cells.** (A) Western blot for selected proteins in *Gata6* overexpressing cells from 0 to 12 hours of doxycycline induction. A representative Actin loading control is included as a reference. (B) qRT-PCR analysis for selected pluripotency and endoderm transcripts in late-passage self-renewing stable iXEN cells maintained for several months in the absence of exogenous Gata6 expression and embryo-derive XEN (eXEN) cells. (C) Immunofluorescence analysis of E3.5-4 chimera blastocysts for the expression of the primitive endoderm marker Sox17 (red), the epiblast marker Nanog (white), EGFP (green) and DAPI (blue), to determine chimera contribution of unlabeled Gata6-induced cells injected into B5/EGFP embryos that constitutively express EGFP. Scale bars: 100 μm. (D) Representative phase-contrast images of mES cells 6 days following transduction with a lentivirus driving exogenous expression of HA-tagged human GATA6 compared to uninduced cells. (E-G) qRT-PCR analysis for selected pluripotency and endoderm transcripts in (E) mES cells overexpressing HA-tagged human GATA6; (F) *Gata6* overexpressing Fgf4^-/-^ mES cells between 0 and 144 hours of doxycycline induction; or (G) late-passage Fgf4-/- iXEN cells maintained for several passages in the absence of exogenous Gata6. Data are mean ± s.e.m. of 2-3 biological replicates.

**Supplemental Figure S3. Flow cytometry analysis of *Gata6* induced pulse and pulse-chase cells.** FACS profiles for *Gata6* induced pulse and pulse-chase cells after immunostaining for Nanog expression (FITC) following 0 to 24 hours of doxycycline treatment (and subsequent 48 hour chase in pluripotency medium for pulse-chase samples). (A) and (C) Forward scatter (FSC) versus side scatter (SSC) plots of *Gata6* induced cells with putative population gating (All, P1 and P2). (B) and (D) Nanog-FITC versus SSC plots following doublet exclusion (data not shown). Gated populations are highlighted: All – red; P1 – blue; P2 – orange.

**Supplemental Figure S4. *Gata6* induction results in dynamic changes in gene expression.** Line plots generated following microarray analysis of *Gata6* induced cells from 12 to 144 hours following doxycycline treatment. Uninduced mES cells, embryo-derived XEN cells and *Sox7* overexpressing cells after 144 hours of doxycycline treatment were also included. Genes were grouped into 50 clusters using K-means clustering, according to normalized gene expression values scaled across time points. The trajectory of scaled expression values for individual genes in each cluster across time are shown as grey lines, while the purple lines correspond to the cluster mean.

**Supplemental Figure S5. Gata6 binds to known extraembryonic endoderm associated genes.** ChIP-seq binding profiles for *Pdgfra, Sox17, Fgfr2*, *Col4a1*, *Klf4, Lefty1, Nr5a2 and Esrrb* for Gata6 and input control during reprogramming compared to Nanog, Oct4, Sox2, Klf4 and Esrrb binding profiles in mES cells obtained from the Mouse ES Cell ChIP-Seq Compendium (Martello et al., 2012). Grey bar highlights co-occupancy or lack there-of. A cross-species comparison of a subset of the area within the grey bar was generated using the UCSC genome browser and the conserved GATA motif is highlighted.

**Supplemental Figure S6. *Esrrb* overexpression in *Gata6*-induced cells and expression in mouse preimplantation embryos.** (A) Western blot for selected proteins in *Esrrb* overexpressing *Gata6*-induced cells. Representative Actin loading controls are included as a reference. (B) Confocal optical sections and 3D projections of 8-cell, morula, early-, mid- and late-mouse blastocysts. Embryos were immunofluroescently analysed for the expression of Esrrb (red), Gata6 (magenta) and Nanog (green) with DAPI (blue) merge. Scale bar: 10 μm.

**Supplemental Experimental Procedures**

**Generation of inducible mES cells**

Inducible cell lines were generated as described in Beard et al., 2006 and Hochedlinger et al., 2005. We obtained KH2 mES cells that had been modified to include an M2-rtTA tetracycline-responsive transactivator under the control of the Rosa26 promoter, coupled with a tetracycline operator minimal promoter incorporated into the *Col1a* locus (Beard et al., 2006; Hochedlinger et al., 2005). *Gata4, Gata6, Hnf4a, Foxa3, Sox7* and *Sox17* cDNA sequences were amplified from XEN cell lines then integrated into a pgkATGfrt vector, which was co-electroporated with a pCAGGS-FLPe vector. Successfully targeted colonies were selected using Puromycin (1 μg/ml) and Hygromycin (50-100 μg/mL). For each of the ectopically expressed genes, three independent cell lines were clonally expanded and used as biological replicates. Additional details of the genotyping primer sequences can be found in Table S10.

To replicate this system in our *Fgf4-/-* mES cells we integrated the M2-rtTA tetracycline-responsive transactivator into the endogenous Rosa26 locus followed by targeting with the frt-neomycin/hygromycin-pA vector into the *Col1A* locus. Targeted cells were selected with Puromycin (1 μg/ml) and Neomycin (200 g/mL). The double targeted *Fgf4-/-* cells were then electroporated with a vector carrying the Gata6 cDNA together with a pgkATG to restore Hygromycine resistance plus a pCAGGS-FLPe transient vector to facilitate recombination.

**Generation of inducible mES cells**

Inducible cell lines were generated as described in Beard et al., 2006 and Hochedlinger et al., 2005. We obtained KH2 mES cells that had been modified to include an M2-rtTA tetracycline-responsive transactivator under the control of the Rosa26 promoter, coupled with a tetracycline operator minimal promoter incorporated into the *Col1a* locus (Beard et al., 2006; Hochedlinger et al., 2005). *Gata4, Gata6, Hnf4a, Foxa3, Sox7* and *Sox17* cDNA sequences were amplified from XEN cell lines then integrated into a pgkATGfrt vector, which was co-electroporated with a pCAGGS-FLPe vector. Successfully targeted colonies were selected using Puromycin (1 μg/ml) and Hygromycin (50-100 μg/mL). For each of the ectopically expressed genes, three independent cell lines were clonally expanded and used as biological replicates. Additional details of the genotyping primer sequences can be found in Table S10.

To replicate this system in our *Fgf4-/-* mES cells we integrated the M2-rtTA tetracycline-responsive transactivator into the endogenous Rosa26 locus followed by targeting with the frt-neomycin/hygromycin-pA vector into the *Col1A* locus. Targeted cells were selected with Puromycin (1 μg/ml) and Neomycin (200 g/mL). The double targeted *Fgf4-/-* cells were then electroporated with a vector carrying the Gata6 cDNA together with a pgkATG to restore Hygromycine resistance plus a pCAGGS-FLPe transient vector to facilitate recombination.

For experiments in the absence of exogenous FGF, *Fgf4^-/-^* Gata6-inducible cells were cultured for 3 or more passages on gelatin in serum-free neurobasal medium (NDiff 227, Cellartis/Takara Bio) supplemented with Erk inhibitor PD0325901 (Tocris) and Gsk3 inhibitor CHIR99021 (Axon), as for 2i+LIF conditions previously described (Ying et al., 2008). Doxycycline induction was carried out in serum-free neurobasal medium on gelatine in the absence of the 2 inhibitors.

**Flow cytometry**

Cells were dissociated using 0.05% Trypsin, then washed twice and resuspended in FACS fixing buffer (1% paraformaldehyde, 0.01% Tween in PBS) for 20 minutes on ice. Cells were washed twice with permeabilisation buffer (5% FBS, 0.05% Tween in PBS) then incubated with Nanog primary antibody (REC-RCAB0001P, 2B Scientific) and FITC anti-rabbit secondary antibody (A21206, Alexa Fluor) at a 1:250 dilution in permeabilisation buffer for 20 minutes on ice. Cells were washed twice then resuspended in permeabilisation buffer for analysis. Cells were analyzed on a BD Fortessa X20 flow cytometer (BD Biosciences). FlowJo software (BD Biosciences) was used to generate histogram overlays and dot plots.

**Chimera embryo generation and analysis**

Cells were injected into the blastocoel cavity of E2.5 – E3.5 B5/EGFP blastocysts, which constitutively express enhanced green fluorescent protein (EGFP) from a CMV early enhancer/chicken beta actin (CAG) promoter (Hadjantonakis et al., 1998). To investigate contribution to extraembryonic endoderm-derived tissues, 3 to 5 cells were injected per embryo and embryos transferred to the uterus of E2.5 vas plugged females. Dissections were performed between E5.5 and E6.5. To investigate contribution to the primitive endoderm, single cells were injected into each embryo. Embryos were cultured in KSOM mouse embryo culture medium and collected at E4.5. For further analysis, embryos were fixed in 4% paraformaldehyde for 1 hour on ice then prepared for immunohistochemistry as detailed below.

**Immunofluorescence analysis of mouse embryos**

6 weeks-old female Parkes or B5/EGFP mice were naturally mated. After detection of vaginal plug (E0.5) females were sacrificed and oviducts were dissected and removed to a petri-dish containing drops of M2 media at room temperature. The ampulla containing the zygotes was pierced and the clutch of zygotes was released into a drop of hyaluronidase solution for a few minutes to remove the cumulus cells. Zygotes were collected and washed through several drops of M2 media, before being transferred to a microdrop culture plate containing equilibrated KSOM media overlaid with mineral oil. Zygotes were washed through several drops of KSOM media and cultured at 37°C 5% CO_2_ to specific stages of development.

Embryos were collected and fixed in 4% paraformaldehyde at 4°C for 1 hour, permeabilized with 0.5% Tween in PBS for 20 minutes and blocked with 10% FBS diluted in 0.1% Tween in PBS for 1 hour. Primary antibodies Esrrb, Gata6, Sox17 or Nanog (Table S12) were diluted at 1:500 in blocking solution and samples incubated at 4°C rotating overnight. Alexa Fluor secondary antibodies (Molecular Probes, Life Technologies) were diluted at 1:300 in blocking solution and samples were incubated for 1 hour at room temperature, then washed and covered with 0.1% Tween in PBS containing DAPI Vectashield mounting medium (Vector Labs). Embryos were imaged on a Leica SP5 inverted confocal microscope (LeicaMicrosystems (UK) Ltd).

***Esrrb* overexpression**

Gata6 inducible mES cells were plated on gelatin-coated plates 24 hours prior to transfection so that the cells were approximately 70% confluent at the time of transduction. pCAGIP-Myc-Esrrb (Uranishi et al., 2013), PpyCAG-FLAG-Esrrb (van den Berg et al., 2008) and/or the pCAGGS-GFP plasmid were transfected into mES cells using Xfect reagent (Clontech) following the manufacturer’s instructions. Cells were supplemented with 1 μg/mL doxycycline at the time of transfection. Cells transfected only with the pCAGGS-GFP plasmid in the presence or absence of doxycycline were used as a control. Samples were collected and analysed 24 h after transfection.

**Neural stem cell lines**

The NS5 neural stem cell line (Conti et al., 2005) were cultured in Euromed-N media supplemented with L-glutamine, laminin, N2, BSA, FGF2 and EGF (R&D or LifeTechnologies). Cells were routinely passaged using Accutase (LifeTechnologies).

**Doxycycline inducible overexpression of *GATA6* in human ES cells**

Constitutive inducible expression of human *GATA6* (hGATA6) was performed using the Lenti-X Tet-On 3G inducible expression system (Clontech) following the manufacturer’s protocol. Firstly, the HA-tagged hGATA6 coding sequence was sub-cloned into the pLVX-TRE3G vector in order to generate the pLVX-TRE3G-hGATA6-HA vector. Lentiviral supernatants were subsequently obtained after transfection of HEK 293T cells with either the pLVX-TRE3G-hGATA6-HA or the pLVX-Tet3G vector using the X-fect reagent (Clontech). Supernatants were finally concentrated using the Lenti-X Concentrator (Clontech). H9 hES cells were sequentially transduced with the pLVX-Tet3G and the pLVX-TRE3G-hGATA6-HA lentivirus. Briefly, H9 hES cells were plated on Matrigel (BD Biosciences) in mTeSR1 medium (Stem Cell Technologies) one day before lentivirus transduction. Cells around 70% confluent were first transduced with the pLVX-tet3G lentivirus followed by selection with G418 (250 μg/ml). Resistant cells were selected for at least 4 passages and then transduced with the pLVX-TRE3G-hGATA6-HA lentivirus. For the induction of human GATA6 expression, doxycycline was added to the mTeSR1 media at a concentration of 2 μg/ml 24 hours post-transduction together with puromycin (1 μg/ml).

**RNA sequencing of untransduced and *GATA6*-transduced hES cells**

RNA was isolated using TRI Reagent (Sigma) and DNaseI treated (Ambion). Libraries were prepared using TruSeq RNA Library Preparation Kit v2 (Illumina). Quality of total RNA and subsequent cDNA library preparations was assessed on a 2100 Bioanalyzer (Agilent). Libraries were submitted for 50-bp paired-end sequencing on an Illumina HiSeq 2000 (Illumina).

**Computational analysis of microarray data**

The raw data was pre-processed using the Bioconductor R package beadarray (Dunning et al., 2007). The raw expression values were first log2 transformed and then quantile normalized (Bolstad et al., 2003). Batch effects were corrected following the approach in (Johnson et al., 2007). Coefficient of variation (CV) was calculated for each probe across all samples according to the normalized values. To investigate patterns of expression changes over time, the normalized expression values were further scaled across time points. K-means clustering with k=50 was performed on the scaled expression data.

**Computational analysis of ChIP-seq data**

ChIP-seq data was assessed using the FASTQC program for quality (Babraham Bioinformatics). Any residual adapters were removed using Trim Galore! (Babraham Bioinformatics). Read were aligned to the UCSC mouse mm9 or mm10 reference genomes using Bowtie2 (Langmead and Salzberg, 2012) with the following parameters:

Gata6: bowtie2 -t -k 2 -N 1 --mm -x mm10 -1 sample.fastq -2 sample.fastq -S sample.sam

Only uniquely matched reads were retained using a sed command. Aligned reads (SAM files) were then transformed into a BED format and subsequently used to generate bigwig files. The bigwig files were visualized using the IGV browser (Robinson et al., 2011). Gata6 36-hour post doxycycline or eXEN cell replicates were compared using wigcorrelate and individual BAM files were merged. Candidate peaks were obtained using either CisGenome or MACS2 with an FDR <0.01. Peaks were called relative to input control samples. Gene annotation was performed using HOMER (Heinz et al., 2010). *De novo* motif analysis of the Gata6 ChIP-seq data was carried out using MEME (Bailey et al., 2009). The distribution of Gata6 binding relative to the mouse genome was analysed using CEAS (Shin et al., 2009).

Additional ChIP-seq datasets used in this study (Oct4, Sox2, Nanog, Esrrb, Suz12 and Ezh2) were obtained from the ES cell ChIP-seq compendium (Martello et al., 2012), accessible from:

<http://bioinformatics.cscr.cam.ac.uk/ES_Cell_ChIP-seq_compendium.html>.

BEDOPS was used to calculate the intersection between BED files (Neph et al., 2012). Heatmaps showing average ChIP enrichment relative to genomic regions were generated using deepTools (developed by the Bioinformatics Facility at the Max Planck Institute for Immunobiology and Epigenetics, Freiburg). Venn diagrams of genes corresponding to different datasets were performed using BioVenn (Hulsen et al., 2008).

**Computational analysis of RNA-seq data**

Paired-end reads were aligned to the human genome (hg19/GRCh37) using TopHat2 (Kim et al., 2013). BAM files were sorted and converted into SAM files using SAMtools (Li et al., 2009). The python package *HTSeq* (Anders et al., 2015) was then used to calculate read counts for each ensemble gene model (release 74), and these values were normalized by both gene length and sequencing depth to generate RPKM expression values. A heatmap representing hierarchical clustering of pluripotency and endoderm associated gene was generated, based on scaled RPKM values using the R package *pheatmap*. Principal components analysis was performed using the prcomp function in the R *stats* package based on RPKM expression values. The resulting count files for each sample were also used as input for differential expression analysis using DESeq.

**Supplemental References**

Anders, S., Pyl, P.T., and Huber, W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics *31*, 166-169.

Bailey, T.L., Boden, M., Buske, F.A., Frith, M., Grant, C.E., Clementi, L., Ren, J., Li, W.W., and Noble, W.S. (2009). MEME SUITE: tools for motif discovery and searching. Nucleic acids research *37*, W202-208.

Beard, C., Hochedlinger, K., Plath, K., Wutz, A., and Jaenisch, R. (2006). Efficient method to generate single-copy transgenic mice by site-specific integration in embryonic stem cells. Genesis *44*, 23-28.

Bolstad, B.M., Irizarry, R.A., Astrand, M., and Speed, T.P. (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics *19*, 185-193.

Conti, L., Pollard, S.M., Gorba, T., Reitano, E., Toselli, M., Biella, G., Sun, Y., Sanzone, S., Ying, Q.L., Cattaneo, E.*, et al.* (2005). Niche-independent symmetrical self-renewal of a mammalian tissue stem cell. PLoS biology *3*, e283.

Dunning, M.J., Smith, M.L., Ritchie, M.E., and Tavare, S. (2007). beadarray: R classes and methods for Illumina bead-based data. Bioinformatics *23*, 2183-2184.

Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Molecular cell *38*, 576-589.

Hochedlinger, K., Yamada, Y., Beard, C., and Jaenisch, R. (2005). Ectopic expression of Oct-4 blocks progenitor-cell differentiation and causes dysplasia in epithelial tissues. Cell *121*, 465-477.

Hulsen, T., de Vlieg, J., and Alkema, W. (2008). BioVenn - a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. BMC genomics *9*, 488.

Johnson, W.E., Li, C., and Rabinovic, A. (2007). Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics *8*, 118-127.

Kim, D., Pertea, G., Trapnell, C., Pimentel, H., Kelley, R., and Salzberg, S.L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome biology *14*, R36.

Langmead, B., and Salzberg, S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nature methods *9*, 357-359.

Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G., Durbin, R., and Genome Project Data Processing, S. (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics *25*, 2078-2079.

Martello, G., Sugimoto, T., Diamanti, E., Joshi, A., Hannah, R., Ohtsuka, S., Gottgens, B., Niwa, H., and Smith, A. (2012). Esrrb is a pivotal target of the Gsk3/Tcf3 axis regulating embryonic stem cell self-renewal. Cell stem cell *11*, 491-504.

Neph, S., Kuehn, M.S., Reynolds, A.P., Haugen, E., Thurman, R.E., Johnson, A.K., Rynes, E., Maurano, M.T., Vierstra, J., Thomas, S.*, et al.* (2012). BEDOPS: high-performance genomic feature operations. Bioinformatics *28*, 1919-1920.

Robinson, J.T., Thorvaldsdottir, H., Winckler, W., Guttman, M., Lander, E.S., Getz, G., and Mesirov, J.P. (2011). Integrative genomics viewer. Nature biotechnology *29*, 24-26.

Shin, H., Liu, T., Manrai, A.K., and Liu, X.S. (2009). CEAS: cis-regulatory element annotation system. Bioinformatics *25*, 2605-2606.

Uranishi, K., Akagi, T., Sun, C., Koide, H., and Yokota, T. (2013). Dax1 associates with Esrrb and regulates its function in embryonic stem cells. Molecular and cellular biology *33*, 2056-2066.

van den Berg, D.L., Zhang, W., Yates, A., Engelen, E., Takacs, K., Bezstarosti, K., Demmers, J., Chambers, I., and Poot, R.A. (2008). Estrogen-related receptor beta interacts with Oct4 to positively regulate Nanog gene expression. Molecular and cellular biology *28*, 5986-5995.

Ying, Q.L., Wray, J., Nichols, J., Batlle-Morera, L., Doble, B., Woodgett, J., Cohen, P., and Smith, A. (2008). The ground state of embryonic stem cell self-renewal. Nature *453*, 519-523.

**Supplemental Tables**

**Table S1. Microarray analysis of Gata6 overexpressing cells at defined timepoints between 12 and 144 hours of doxycycline treatment.**

Differentially expressed genes are listed alphabetically within their respective clusters. Uninduced mES cells, embryo-derived XEN cells and *Sox7* overexpressing cells after 144 hours of doxycycline treatment were also included.

**Table S2. ChIP-Seq analysis of Gata6 binding after 36 hours of doxycycline treatment.**

Gata6 bound regions are listed according to their false discovery rate.

**Table S3. Gene ontology analysis of Gata6-bound dynamically expressed genes.**

**Table S4. Comparison of overlapping gene targets between Gata6 and pluripotency-associated factors.**

Comparison of Gata6 target genes during reprogramming compared to Oct4, Sox2, Nanog, Klf4 or Esrrb target genes in mES cells. (B) Comparison of Sox17 bound genes compared to Oct4, Sox2, Nanog, Klf4 or Esrrb bound genes in mES cells. (C) Gata6 target genes during reprogramming compared to Prdm14 and Ring1B target genes. Data for Oct4, Sox2, Nanog, Klf4, Esrrb and Prdm14 was obtained from the Mouse ES Cell ChIP-Seq Compendium (Martello et al., 2012), Ring1b from (Brookes et al., 2012) and Sox17 from (Niakan et al., 2010).

**Table S5. ChIP-Seq analysis of Gata6 binding in embryo-derived XEN cell line 2.**

Gata6 bound regions with a false discovery rate less than 0.01 are listed.

**Table S6. ChIP-Seq analysis of Gata6 binding in embryo-derived XEN cell line 1.**

Gata6 bound regions with a false discovery rate less than 0.01 are listed.

**Table S7: RNAseq analysis of untransduced control and *GATA6*-induced hES cells.**

RNA sequencing analysis for two technical replicates per condition for untransduced control hES cells (KSR1, KSR2, mTESR1 mTeSR2) and *GATA6*-transduced hES cells (+GATA6 KSR1, +GATA6 KSR2, +GATA6 mTeSR1, +GATA6 mTeSR2) after 6 days in KSR or mTeSR media.

**Table S8. DESeq analysis comparing differential gene expression in untransduced and *GATA6*-transduced hES cells**

Separate Excel files are provided for Supplemental Tables S1-S8,

**Table S9. Components for Knockout Serum Replacer medium (KSR Medium) (500 ml)**

| **Component** | **Supplier** | **Catalogue Number** | **Stock Concentration** | **Final concentration** | **Volume Used** |
| --- | --- | --- | --- | --- | --- |
| Advanced DMEM/F12 | Invitrogen | 12634010 | - | 78% | 390 ml |
| Knockout serum replacer | Invitrogen | 10828028 | - | 20% | 100 ml |
| L-glutamine | Sigma | 25030024 | 200 mM | 2 mM | 5 ml |
| β mercaptoethanol | Sigma | M6250 | 14.3 M | 0.1 mM | 3.5 μl |
| \| Penicillin/  Streptomycin \| \| --- \| | Sigma | 15140-122 | 100% | 1% | 5 ml |

#### Table S10. Vector construction and genotyping primers

| Name | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| Detecting M2RTTA 5’ incorporation | LTC_R26_5’M2RTTA_GT_spanXBA_F  CTTTCTAGAATTCGTCGATCG | LTC_R26_5’M2RTTA_GT_own design R2  GAATGACTTGGCGTTGTTCC |
| Detecting M2RTTA 3’ incorporation | LTC_R26_3’M2RTTA_GT_spanXBA_F  TCTAGACTTAGAACCACAAAG | LTC_R26_5’M2RTTA_GT_own design R1  GCAACCTCCCCTTCTACGA |
| Detecting Col1a incorporation | Col1a/Frt Forward primer  GAAGTTCCTATTCCGAAGTTC | TetO Reverse primer (on Gata6 cDNA vector)  TATAGGCCTCCCACCGTACA |
| Gata6 cDNA incorporation | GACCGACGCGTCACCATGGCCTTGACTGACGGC | GACCGACGCGTGGCCAGGGCCAGAGC |
| Gata4 cDNA incorporation | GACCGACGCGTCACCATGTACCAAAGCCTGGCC | GACCGACGCGTCGCGGTGATTATGTCCCC |
| Sox7 cDNA incorporation | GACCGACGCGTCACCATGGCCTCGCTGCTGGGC | GACCGACGCGTTGACACACTGTAGCT |
| 31'sequencing primer | TCGTTTAGTGAACCGTCAGA | CATCGTCATCCTTGTAGTCG |
| 31'RFP sequencing primer | TACTTGTCATCGTCATCCTTG | GTACCCGGGGATCCTCTA |

#### Table S11. Quantitative RT-PCR primers

| Mouse quantitative RT-PCR primers | | |
| --- | --- | --- |
| **Name** | **Forward Primer** | **Reverse Primer** |
| *Col4a1* | GGTCCTGTCTGGAAGAGTTT | AAATACAATGGGAGGGAGAA |
| *Dab2* | GGCAACAGGCTGAACCATTAGT | TTGGTGTCGATTTCAGAGTTTAGAT |
| *Esrrb 3’UTR* | CCTCCACTTTCCCCTTTCTT | AGGTTTCTAGACTGGCCATG |
| *FLAG* | CAAAGACCATGACGGTGATTA | TCGTCATCCTTGTAGTCGATG |
| *Foxa3 3’UTR* | GGCTGTGTGCCTCAGGTCGG | CTCCGGTGCTGCCACCAGTG |
| *Gapdh* | AATGGAATACGGCTACAGC | GTGCAGCGAACTTTATTG |
| *Gata4 3’UTR* | TTCCTGCTCGGACTTGGGAC | TGGACAGGCAGGTGGAGAATAAG |
| *Gata6 3’UTR* | ACAGCCCACTTCTGTGTTCCC | GTGGGTTGGTCACGTGGTACAG |
| *V5* | CGGTTCGAAGGTAAGCCTAT | ATGGTGATGGTGATGATGA |
| *Hnf4a 3’UTR* | CAACGATCACCAAGCAAGAA | CTGGGGTCTTCTCAAGCAAA |
| *Lama1* | AGGTCTGCGTTGAGTGTTCTG | CAGTACTATGCCGTCAGCGAT |
| *Nanog* | AGCAGATGCAAGAACTCTCCTC | AAGTTGGGTTGGTCCAAGTCT |
| *Pou5f1* | AGAAGTCCCAGGACATCAAA | TGCTTTGCATATCTCCTGAA |
| *Prdm14 3’UTR* | ATTTGGTTTTGGTGGTGGTG | CCTGGCATTTTCATTGCTCA |
| *Sox2* | TAGAGCTAGACTCCGGGCGATGA | TTGCCTTAAACAAGACCACGAAA |
| *Sox7 3’UTR* | AACACTCCCGGCCACCCTGA | AAGGAGCGCTGGATCCTGGCT |
| *Sox17 3’UTR* | AAGAAACCCTAAACACAAACAGCG | TTTGTGGGAAGTGGGATCAAGAC |
| *Sparc1* | AGGGCCTGGATCTTCTTTCTC | CAAATTCTCCCATTTCCACCT |
| Human quantitative RT-PCR primers | | |
| *AFP* | ACCATGAAGTGGGTGGAATC | TGGTAGCCAGGTCAGCTAAA |
| *GATA6* | TCCACTCGTGTCTGCTTTTG | TCCTAGTCCTGGCTTCTGGA |
| *HA-GATA6* | AACACAACCTACAGCCTCAG | GACGTCATAAGGGTAGGCC |
| *NANOG* | GCAACCTGAAGACGTGTGAA | CTCGCTGATTAGGCTCCAAC |
| *POU5F1* | TATGGGAGCCCTCACTTCAC | CAAAAACCCTGGCACAAACT |
| *SOX2* | TTGTTCGATCCCAACTTTCC | ACATGGATTCTCGGCAGACT |
| *SOX7* | ACGCCGAGCTCAGCAAGAT | TCCACGTACGGCCTCTTCTG |
| *SOX17* | CGCACGGAATTTGAACAGTA | GGATCAGGGACCTGTCACAC |

**Table S12. Antibodies used for immunohistochemistry (IHC), western blot (WB) and chromatin immunoprecipitation (ChIP)**

| **Primary**  **Antibody** | **Supplier** | **Catalogue Number** | **Application** | **Species** | **Dilution used** |
| --- | --- | --- | --- | --- | --- |
| Actin | Millipore | MAB1501 | WB | Mouse | 1:10000 |
| Esrrb | R&D | PP-H6705-00 | IHC | Mouse | 1:500 |
| FLAG | Sigma | F1804 | IHC/WB/ChIP | Mouse | 1:500/1:1000/9g per mL |
| Gata4 | Santa Cruz Biotech | SC-9053 | IHC/WB | Rabbit | 1:500/1:1000 |
| Gata6 | R&D | AF1700 | IHC/WB | Goat | 1:500/1:1000  Mouse |
| Gata6 | Santa Cruz Biotech | SC-9055 | IHC | Rabbit | 1:500  Human |
| HA | Roche | 11867423001 | IHC | Rat | 1:500 |
| p44/42 MAPK (Erk1/2) | Cell Signaling | 4695 | WB | Rabbit | 1:2000 |
| Phospho p44/42 MAPK | Cell Signaling | 9101 | WB | Rabbit | 1:1000 |
| Nanog | 2B Scientific | REC-RCAB0001P | IHC/WB | Rabbit | 1:1000  Mouse |
| Nanog | R&D | AF1977 | IHC | Goat | 1:500  Human |
| Oct4 | Santa Cruz Biotech | SC-5279 | IHC/WB | Mouse | 1:500/1:1000 |
| Sox2 | R&D | AF2018 | WB | Goat | 1:1000 |
| Sox7 | R&D | MAB2766 | IHC | Goat | 1:500 |
| Sox17 | R&D | AF1924 | IHC/WB | Goat | 1:500/1:1000 |
|  |  |  |  |  |  |
| **Secondary**  **Antibody** | **Supplier** | **Catalogue No.** | **Application** | **Species** | **Dilution** |
| Alexa Fluor  anti-mouse IgG | Invitrogen | A21202 (488)  A21203 (594)  A31571 (647) | IHC | Donkey | 1:300 |
| Alexa Fluor  anti-rabbit IgG | Invitrogen | A21206 (488)  A21207 (594)  A31573 (647) | IHC | Donkey | 1:300 |
| Alexa Fluor  anti-goat IgG | Invitrogen | A11055 (488)  A11058 (594)  A21447 (647) | IHC | Donkey | 1:300 |
| Goat IgG (H+L),  HRP conjugated | Santa Cruz | SC-2020 | WB | Goat | 1:20000 |
| Mouse IgG (H+L), HRP conjugated | Cell Signaling | 7076 | WB | Mouse | 1:20000 |
| Rabbit IgG (H+L), HRP conjugated | Cell Signaling | 7074 | WB | Rabbit | 1:20000 |

How the deposited data were processed for this re-analysis (not part of the article)

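The ChIP-seq values are the fold, FDR, position and gene symbol that the authors list for each region, with 1 list for cells 36 h after Gata6 induction and 1 list for each of 2 eXEN lines. As deposited by the authors, the fold of a region is the enrichment of the ChIP reads over the control reads, computed by CisGenome or MACS2 from uniquely aligned Bowtie2 reads, which were merged over replicates for the list at 36 h, while each eXEN list is that of 1 line with 1 ChIP library. The authors' FDR of a region comes from the same peak calling, and they kept regions at an FDR below 0.01. The submitters' processing notes name mm9 and mm10, and the positions were found to be those of mm10 (GRCm38) in all 3 lists. The lists were used as deposited, so neither reads nor depth could be examined. As deposited by the authors, the RPKM values of the hES cells are HTSeq read counts per Ensembl gene from TopHat2 alignments to hg19, divided by gene length and by sequencing depth.

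Regions were joined to genes by the authors' symbols, and positions relative to genes came from a RefSeq gene table of GRCm38. The GRCm38 genome sequence was not available, so the GATA motif in the regions and the position relative to transcription start sites as planned were not examined. Lists of genes were fixed before the data were examined, and their shares of genes with a region were compared by Fisher's exact test with the adjustment of Benjamini and Hochberg, and against random genes of matched length with 10000 permutations. Chance overlap was measured by moving the regions by 50, 100, 200, 500 and 1000 kb in both directions, and chance sharing of gene names with 100 moves.

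RPKM values are not read counts, so the count models of edgeR and DESeq2 were not used on them. A value of 0.1 was added before log2, genes with at least 1 RPKM in at least 2 libraries were kept, and limma with a trended variance was used at an adjusted p of 0.05. Counted reads worked back from the RPKM, as the smallest whole numbers per gene, were used for depth and for an alternative fit with voom, which was chosen after the data were seen. Columns of the tables that hold values of libraries were all used. Replicate numbers pair the libraries, since the labels give line 1 and line 2 of hES cells in each group, but differences between replicates had a correlation of only -0.15 to 0.12 between groups, so the unpaired fit was kept and the replicate block was run as an alternative. Genes to be named were the genes of the paper, the 10 largest changes in each direction, the 10 strongest regions of each list with a gene symbol, and up to 4 members of each gene list with 2 more of the opposite direction, and further genes are named where a count holds 5 or fewer. The values of 2 of these genes are not reported here.

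Work was done with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.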

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

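Values that stood apart were sought with Dixon's test for 117 genes and 6 measures of the libraries in the GATA6 and in the control group, and the lists singled out at the end by a median of at least 2 were chosen after the result was seen. Of 246 groups of 4 libraries, 21 (8.54%) held a value beyond the limit, and the test finds such a value in about 1 in 20 groups by chance, that is 12.3 here. The rate of 1 in 20 assumes normal values. For MIR363, RP11-640N20.6, TBX20 and HSD3B1 the other libraries of the group were at 0, so any read passes the limit. The excess over 12.3 rests in part on such values at the floor.

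By library, 5 of the values were in GATA6 mTeSR replicate 1, 4 in control mTeSR replicate 2, 3 each in GATA6 mTeSR replicate 2 and control KSR replicate 1, 2 each in GATA6 KSR replicate 1 and control KSR replicate 2, and 1 each in GATA6 KSR replicate 2 and control mTeSR replicate 1. In GATA6 mTeSR replicate 1, SOX7 was at 11.3 RPKM (1.71 to 1.81 in the other GATA6 libraries), PDGFRA at 23.2 (37.7 to 40.2), LRRN4 at 101 (134 to 137), APOA1 at 95.8 (335 to 404) and MIR363 at 1.01 (0 in the others). In GATA6 mTeSR replicate 2, NID1 was at 30.3 RPKM (41.0 to 42.1), MAP2 at 0.620 (2.23 to 2.85) and EPCAM at 103 (55.8 to 59.5). In GATA6 KSR replicate 1, RP11-640N20.6 was at 0.113 RPKM (0 in the others) and DKK1 at 33.4 (22.5 to 23.6), and in GATA6 KSR replicate 2 HAPLN1 was at 181 (322 to 356).

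In control KSR replicate 1, TGFBI was at 2.84 RPKM (4.69 to 5.15 in the other control libraries) and TOP2A at 92.0 (145 to 153), and the sum of RPKM over all genes was 385972 (342106 to 346259). In control KSR replicate 2, GBX2 was at 15.7 RPKM (22.0 to 23.2) and LRP2 at 18.7 (7.08 to 7.39). In control mTeSR replicate 1, ID3 was at 70.9 RPKM (118 to 125), and in control mTeSR replicate 2 GATA4 was at 1.65 (0.376 to 0.463), TUBB3 at 0.791 (1.54 to 1.73), TBX20 at 0.0523 (0 in the others) and HSD3B1 at 0.0292 (0 in the others).

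The eXEN lines differed in how many of their regions overlapped a region bound at 36 h, with an odds ratio of 109 for line 1 against line 2 (95% confidence interval 77.9 to 153). Gene lists outside the claims of the paper with large changes in hES cells were yolk sac and hepatic secreted proteins (median log2 fold change 3.64), mesoderm and cardiac genes (2.42), neuroectoderm (-3.33) and fibroblast and stromal markers (3.77). Lists outside these claims with many genes bound at 36 h were trophectoderm (72.7%, with Gata2, Ascl2, Gata3 and Tead4 among the 8 of 11, adjusted p = 0.00114, Fisher's exact test, a call lost at 27.3%, adjusted p = 0.0949, with as many regions as the shorter eXEN list) and other GATA and FOG factors (83.3%, with Gata2, Zfpm1, Gata3 and Gata1 among the 5 of 6, adjusted p = 0.00461, Fisher's exact test).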

How the results depend on the processing

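The alternatives by position, by single line, without the genes the paper chose, by gene length, by 2000 bp and with voom were chosen after the result was seen. The count of genes called with GATA6 was 5179 to 6086 without any library, 3845 with a log2 fold change of at least 1 in addition (2279 lower), and genes lower were 2692 with scaling by the median of ratios and 2749 with voom. In KSR medium the count was 2076 without a filter and 858, 1893, 2224 and 1240 without control replicate 1 or 2 or GATA6 replicate 1 or 2. In mTeSR medium it was 556, 874, 2676 and 1455 in the same order. More genes were lower than higher in both media, and more were higher without either control mTeSR replicate, control KSR replicate 1 or 2, GATA6 KSR replicate 2 or GATA6 mTeSR replicate 2 (532 to 326 and 378 to 178 without control replicate 1 in KSR and mTeSR medium), and the cause was not tested. The interaction had 0 genes in all settings except 2 without GATA6 KSR replicate 1. The medium in control cells had 55 genes with 1 RPKM added, 0 with no filter and 0 to 2 without a library. With a replicate block, 6112 genes were called in place of 6471, the medium in control cells had 0, the calls of CLDN6, ID3, SP5 and MT-CO3 and that of the definitive endoderm list were lost, and no other call of a named gene or list changed. With the GATA6 mTeSR numbers crossed, 2327 genes were higher and 4264 lower. Gene lists called were 0 with an estimated correlation. For 119 named genes, 1583 of 1664 calls were the same over 14 settings, 76 were weaker and 5 stronger, and with a library left out 869 of 952 were the same. The genes whose call changed were CDX2, CLDN6, EGR1, EPCAM, ESRP2, FGFR2, FOLR1, ID3, LRP2, MT-ATP8, MT-CO3, NODAL, NR2F1, SESN2, SP5, TFAP2C, ZMAT3 and ZNRF3. Regions at 36 h were 6316 in the stronger part of the list, and with as many regions as the shorter eXEN list 8.33% of lymphoid genes were bound and the calls of trophectoderm (27.3%) and of the paper's pluripotency genes (40%) were lost, both at an adjusted p of 0.0949 by Fisher's exact test. Regions downstream were 2.08% with 2000 bp, on the other side of the moved share. Regions shared by the eXEN lines were 46 with reciprocal overlap and 15 among the stronger regions, and 16 regions of line 2 overlapped the stronger regions at 36 h. Genes of eXEN cells were 5148 in either line, 91 from overlapping regions and 292 from stronger regions, and those shared with 36 h were 2300, 1672 in line 1, 1133 in line 2, 282 with as many regions at 36 h as the shorter eXEN list and 26 from overlapping regions (odds ratio 1.34). ExEn against pluripotency genes kept in eXEN cells had odds ratios of 4.19 in either line, 6.56 in line 1, 9.44 by overlap with line 1 and 0.762, the other direction, in line 2. Without the genes that the paper chose these were 2.39 in either line, 3.30 in line 1 and, in the other direction, 0.388 in line 2 and 0.481 for genes named in both lines, none of which passed the test, and that by overlap with line 1 was 6.5 and did (95% confidence interval 1.16 to 44.7). The cause of these reversals was not tested.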

Differences from the paper's values

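The text of the paper states an FDR under 0.01% for the regions at 36 h and its supplement an FDR below 0.01. The highest FDR in the list, 0.00986 as a fraction or 0.986%, is under the limit of the supplement and not under that of the text.

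The paper's Supplemental Table S8 gives log2 of control over GATA6, and 21 of the 28 genes of the figure are in the 1997 of its 3645 entries that were available. All 21 had the same sign on that direction, and 5 differed by more than the standard error. The paper's values come from DESeq on read counts, and those here are differences of mean log2 RPKM with a small value added. The measures thus differ, and how much of each gap comes from this was not tested. A setting that closes a gap therefore does not show its cause. COL4A1 was -3.71 in the paper and -3.52 here, a gap closed by rescaling of each library to the same sum, quantile normalization, median of ratios and leaving out control KSR replicate 2, control mTeSR replicate 2 or either GATA6 mTeSR library, and by no other alternative. COL4A2 was -3.09 in the paper and -2.88 here, closed by the same 3 scalings and by leaving out control KSR replicate 2 or either GATA6 mTeSR library, and by no other. HNF4A was -6.60 in the paper and -5.96 here, closed by rescaling of each library to the same sum, quantile normalization or leaving out control KSR replicate 2, and by no other. PRDM14 was 4.38 in the paper and 5.00 here, closed by quantile normalization, median of ratios or leaving out control mTeSR replicate 1, either GATA6 KSR library or GATA6 mTeSR replicate 2, and by no other. GATA3 was -5.08 in the paper and -4.62 here, closed by a pseudocount of 0.01, the 3 scalings and leaving out control KSR replicate 2, control mTeSR replicate 2, GATA6 KSR replicate 1 or GATA6 mTeSR replicate 2, and by no other.

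The paper places enrichment upstream of Fgfr2, and the list has none of its 9 regions upstream and the nearest outside the gene 13.4 kb downstream. The paper reports no enrichment near many pluripotency genes in eXEN cells with Nr5a2 as the notable exception. Of the pluripotency genes that its text names as bound at 36 h, only Nr5a2 was named in both lines here. A wider list adds genes of naive pluripotency that were chosen here and not by the paper. In it, 4 of 21 genes bound at 36 h were named in both lines, Nr5a2, Klf5, Lin28a and Tfcp2l1. Klf5 also stands among the endoderm transcription factors listed for hES cells. Nr5a2, Klf5 and Lin28a have a region of line 1 at a position bound at 36 h, and none of the 4 has such a region of line 2. In line 2 the strongest region lies 22.6 to 270.9 kb from the gene, so a gene named by a region is not always one bound close by. Near Sox2 the paper reports no binding but allows for a more distant site, and 5 regions lie within 100 kb, the nearest at 30.8 kb.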

Other observations

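Tests of another build, of ExEn genes in line 2 and of other splits of the libraries were written after the result was seen. Of 10 fibroblast and stromal markers 7 were higher in GATA6-transduced hES cells (7 adjusted over the list alone), with LUM at 149 ± 112 against 1.01 ± 1.17 RPKM and COL3A1 at 396 ± 232 against 2.72 ± 1.78 (SD, n = 4, limma and camera adjusted p = 7.44e-06, and adjusted p = 0.120 with an estimated correlation). Of 12 mesenchymal genes 5 were higher (5 adjusted over the list alone), among them TWIST1, TGFBI and SNAI2 (adjusted p = 2.88e-05, and adjusted p = 0.100 with an estimated correlation). Of 11 epithelial junction genes 4 were higher, among them CLDN7 and ESRP1, and CLDN6 was lower, with overlapping libraries and a call lost with a replicate block (4 and 2 adjusted over the list alone, adjusted p = 0.0512). Of 9 BMP and SMAD targets 5 were higher, among them BAMBI and MSX2, and ID3 was lower, with overlapping libraries and a call lost with a replicate block (5 and 1 adjusted over the list alone, adjusted p = 0.00237, and adjusted p = 0.243 with an estimated correlation).

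Of 13 cell cycle genes 9 were lower (10 adjusted over the list alone), among them PCNA, BUB1 and TOP2A (camera adjusted p = 0.000529, and adjusted p = 0.100 with an estimated correlation). The number lower was 9 with quantile normalization, 6 with scaling by the median of ratios and 8 with each library rescaled to the same sum. Of 19 cytosolic ribosomal protein genes 18 were lower (18 adjusted over the list alone), among them RPS24 and RPS6 (adjusted p = 2.39e-06, and adjusted p = 0.339 with an estimated correlation), and these genes made up 3.32% to 4.98% of RPKM with GATA6 and 6.497% to 9.22% in controls. The lists of FGF and ERK targets (0 higher, 1 lower of 11, EGR1, a call lost in 8 other settings, and 0 adjusted over the list alone), FGF receptors (FGFR2 higher of 4, a call lost in 9 other settings, 2 adjusted over the list alone), WNT targets (2 higher, 3 lower of 9, 2 and 3 adjusted over the list alone), p53 targets (3 higher, 2 lower of 13, 4 and 4 adjusted over the list alone), interferon response (0 higher, 1 lower of 7, IFI6, and 1 adjusted over the list alone) and mitochondrially encoded genes (1 higher, 2 lower of 13, 0 and 1 adjusted over the list alone) did not differ from other genes by camera, with adjusted p from 0.179 to 0.909. Lymphoid genes had a mouse region at 36 h in 3 of 12 (adjusted p = 1, Fisher's exact test).

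Line 2 of eXEN cells had its regions away from those at 36 h and in line 1. Of its 500 top-ranked regions 0.2% overlapped a region at 36 h, against 83% in line 1. Within 2000 bp upstream of genes it had no excess over moved regions (odds ratio 1.08, p = 0.377, Fisher's exact test), against 2.35 in line 1. Within 1000 bp it had a small excess (odds ratio 1.46, p = 0.000693, Fisher's exact test), against 3.40 in line 1. How much of the line 2 list is Gata6 binding was not tested. A different genome build would pile up pairs of regions at a fixed distance, and at most 6 pairs of line 2 and 36 h regions fell in a 200-bp bin, against 116 for line 1, so that explanation is excluded. A hypothesis is that Gata6 may bind other sites of the same ExEn genes in line 2, where 10 of 40 such genes had a region. Against all genes the odds ratio was 2.42 (p = 0.0244, Fisher's exact test), which met the criterion first written, but a criterion set after that result was seen, a permutation against genes of matched length, gave p = 0.124, so the hypothesis stays open.

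The lines shared 922 nearest genes though few positions. Chance placement along the chromosomes is excluded, as 0 of 100 moves of the line 2 regions shared as many (460 to 583). These moves do not keep the local density of regions and genes, so chance given that density is not excluded. A hypothesis is that both lines have regions in the same dense parts of the genome, as could be the case when a move by 200 kb leaves 92.6% or more of the shared genes, and that value is consistent with it.

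More genes were lower than higher with GATA6. The 20 genes with the most reads in GATA6 libraries held 8.76% of the reads with GATA6 and 5.59% in controls. With values rescaled to the other reads, the median log2 fold change was still -0.19, with 2451 genes higher and 3832 lower. By the criterion set, these 20 genes alone do not account for the imbalance. Shares this small can move the median only a little, so a wider change in the make-up of the reads is not excluded. Rescaling each library to the same sum, which does not centre the changes, gave 2576 genes higher and 3235 lower (44.3% higher). The median moved from -0.23 to -0.13, so part of the imbalance went with the scaling of RPKM. Whether scaling accounts for the rest stays open. Scaling by the median of ratios (53.7% of the calls higher) centres the changes and so fixes the balance in advance.

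Of 35 splits of the 8 libraries into 4 and 4, only the real split called as many genes as the real 6471, and no other split called any. A share of 1 of 35 is the smallest that these splits allow. If the 8 libraries are independent, chance is thus an unlikely source of the genes called, but it is not excluded. Every other split puts GATA6 libraries on both sides, which adds the GATA6 difference to the spread. So their lack of calls is not a measure of chance. For gene lists the same count does not exclude chance either. Here 6 of 35 splits, the real one included, called at least the real 16 lists, with up to 19 in another split. The 5 others set 3 GATA6 libraries against 1 and so keep part of the GATA6 difference. The 18 splits with 2 GATA6 libraries on both sides called at most 8 lists, fewer than the real 16. As splits that keep part of the difference are among those counted, the count of 6 of 35 cannot decide, and chance stays open for lists.

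A hypothesis is that human counterparts of genes bound in mouse cells may respond to GATA6 in hES cells. Of genes higher with GATA6, 45.0% had a mouse region at 36 h, against 32.1% of genes not called (odds ratio 1.73, p = 1.91e-23, Fisher's exact test, and odds ratio 1.497 within strata of gene length, p = 3.41e-12), which is consistent with it, and of genes lower 31.3% had (odds ratio 0.961, p = 0.405, Fisher's exact test).

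Regions of the eXEN lines were uneven over the 19 autosomes relative to 36 h, with a ratio of highest to lowest of 4.37 in line 1 (chromosome 19 to 13) and 11.1 in line 2 (8 to 13), and 1.91 and 13.3 among the stronger 25% of regions. The ratios of the lines had a Spearman rho of 0.811 (permutation p = 0.00012). On the X chromosome there were 6 and 18 regions, against 450 at 36 h.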
